# Identification and Validation of Key Genes Related to Preferred Flavour Profiles in Australian Commercial Papaya (*Carica papaya* L.)

**DOI:** 10.3390/ijms25053046

**Published:** 2024-03-06

**Authors:** Ziwei Zhou, Chutchamas Kanchana-udomkan, Rebecca Ford, Ido Bar

**Keywords:** RNA sequencing, sweetness genes, RT-qPCR, differential expression, de novo genome assembly

## Abstract

Commercial papaya varieties grown in Australia vary greatly in taste and aroma. Previous profiling has identified undesirable ‘off tastes’ in existing varieties, discouraging a portion of the population from consuming papayas. Our focus on enhancing preferred flavours led to an exploration of the genetic mechanisms and biosynthesis pathways that underlie these desired taste profiles. To identify genes associated with consumer-preferred flavours, we conducted whole RNA sequencing and de novo genome assembly on papaya varieties RB1 (known for its sweet flavour and floral aroma) and 1B (less favoured due to its bitter taste and musty aroma) at both ripe and unripe stages. In total, 180,368 transcripts were generated, and 118 transcripts related to flavours were differentially expressed between the two varieties at the ripe stage. Five genes (*cpBGH3B*, *cpPFP*, *cpSUS*, *cpGES* and *cpLIS*) were validated through qPCR and significantly differentially expressed. These genes are suggested to play key roles in sucrose metabolism and aromatic compound production pathways, holding promise for future selective breeding strategies. Further exploration will involve assessing their potential across broader germplasm and various growth environments.

## 1. Introduction

Papaya (*Carica papaya* L.) is an important tropical fruit crop cultivated worldwide. Global production has steadily increased over the past twenty years, reaching 13.7 million tonnes in 2019 [1]. The Australian papaya industry is relatively small, with only 18.3 thousand tonnes grown annually [2]. One of the major challenges to the Australian papaya industry is ensuring that fruit have consumer-preferred flavours. The commercial papaya varieties grown in Australia vary greatly in their flavours, ranging from unpleasant aromas or bitter tastes to preferred aromas and sweeter fruit [3]. To improve the reliability of the fruit flavour and increase consumer acceptance of Australian papaya, it is necessary to better understand the genetic mechanisms and biosynthesis pathways of candidate genes underpinning the desirable flavour traits. This, in turn, will support future selective breeding programs to develop better-tasting new commercial papaya varieties.

Sugar and volatile compounds are major factors contributing to papaya flavour and aroma. Flesh sweetness is determined by three main soluble sugars, which are glucose, fructose and sucrose [4]. The synthesis of these sugars throughout the ripening stage in papaya is mediated by the key enzymes invertase, sucrose phosphate synthase (SPS) and sucrose synthase (SS) [5,6]. Volatiles already known to contribute to papaya aroma at the ripening stage are methyl and ethyl ester derivatives of lipid catabolism [7]. A more recent study of flavour profiling of Australian commercial papaya varieties indicated that glucose, linalool oxide and terpinolene are the three most important biochemical compounds that influence consumer preference [3]. Thus, it is essential to identify and validate the functions of the key genes that encode enzymes and regulatory sequences in the biosynthetic pathways of these compounds in papaya.

RNA sequencing (RNA-Seq) is a technique used to investigate gene functions for traits of interest and has become a primary approach for transcriptome research due to its sensitivity in the detection of potentially important gene sequences that are expressed at low levels. However, the lack of a densely covered and fully annotated papaya reference genome is an immediate limitation to the use of RNA-Seq analysis in papaya. To date, the most comprehensive publicly available reference genome of papaya was published by Yue’s group [8], yielding 351.5 and 350.3 Mb, with 97.5% and 97.3% genome completeness, of the transgenic ‘SunUp’ and its progenitor ‘Sunset’ genomes, respectively [8]. The availability of a more dense and well-annotated genome assembly is critical for future advanced papaya genomics research. In cases where a reference genome or reference transcriptome is not available, de novo assembly (without the reference genome sequence) is an optional approach for transcriptome profiling and differential gene expression analysis [9]. Previously, de novo transcriptome assembly from RNA-Seq data has proven to be a useful tool to investigate gene expression of volatile compounds conferring peach-like aromas in strawberries (*Fragaria × ananassa*) [10]. Therefore, the aims of this study are to (1) identify putative sweetness- and volatile-related genes through whole RNA sequencing followed by (2) de novo assembly and differential expression analysis of two Australian commercial papaya varieties, *C. papaya* ‘RB1’ and *C. papaya* ‘1B’, which have distinct flavour profiles, and, together, these will be used to (3) discover the biosynthetic pathways underpinning preferred papaya flavours.

## 2. Results

### 2.1. RNA-Sequencing Assembly

A total number of 7.40 × 10^8^ paired-end raw reads with an average length of 100 bp were generated through Illumina NovaSeq (S2) from 12 RNA samples (RNA sample quality report was generated in Table S1). After trimming adapters and removing low-quality bases, 3.67 × 10^8^ high-quality clean reads were produced with an average length of 87 bp. 

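RNA of fruit flesh from the red-fleshed ‘RB1’ and the yellow-fleshed ‘1B’ was sequenced at the unripe and the ripe stage, with 3 fruits of each variety and stage as replicates. Total counts were 45518740, 10949060 and 56116016 in ‘RB1’ ripe replicates 1 to 3 and 19358646, 54850440 and 58163617 in ‘RB1’ unripe replicates 1 to 3. They were 58912194, 60099964 and 54828527 in the ‘1B’ ripe replicates and 55657344, 56578752 and 54741059 in the ‘1B’ unripe replicates. The 10 most abundant transcripts took 28.9 ± 3.63% of the counts in ‘RB1’ ripe fruit, 33.3 ± 1.48% in ‘RB1’ unripe fruit, 30.8 ± 1.92% in ‘1B’ ripe fruit and 43.0 ± 1.35% in ‘1B’ unripe fruit (SD, n = 3 each). The authors trimmed the reads, assembled 1 transcriptome from both varieties and estimated a count for every transcript with Salmon, which divides reads that match several isoforms between them. The counts were rounded here, transcripts with too few counts were left out with edgeR's filterByExpr, and libraries were scaled by TMM. Groups were compared with edgeR's quasi-likelihood test, and a DET had an adjusted p under 0.05 and an absolute log2 fold change above 1.5, the thresholds of the paper. The same test was run on gene sums, the counts added up over all isoforms that Trinity placed under 1 gene. Log2 fold changes are ‘1B’ relative to ‘RB1’ or ripe relative to unripe, and levels are CPM, counts relative to library size, scaled within the libraries compared. The level of ‘RB1’ ripe replicate 3 alone is scaled over all 12 libraries, since the paper left it out and comparisons of ripe fruit use the 5 other ripe libraries first. That level is therefore not on the same scale as the group levels beside it. Where every library of a group had 0 counts, the fold is a lower bound against a floor of 3 counts over that group, which covers counting error only. Names are those of Table S3, and the transcripts have no genome coordinates.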

The mean alignment rate of the reads when mapped to the de novo transcriptome was 98.18%, which is higher than the value for the non-GMO ‘sunset’ genome (81.17%). The transcriptome of papaya was then de novo assembled to yield 180,368 transcripts (Table 1). These transcripts were then annotated to known genes against the nucleotide and protein database through NCBI while limiting the search to flowering plants, fungi, viruses and bacteria. 

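The geranylinalool synthase-like and S-linalool synthase-like transcripts of Table S3, which encode terpene synthases, fall under 1 Trinity gene, TRINITY_DN2620_c0_g1, with 23 isoforms. Putative beta-glucosidase 41, an enzyme that releases glucose from glycosides, has 28 isoforms under TRINITY_DN150_c2_g1, of which Table S3 lists 5. The vacuolar acid invertase gene TRINITY_DN3457_c0_g1, which cleaves sucrose, has 3 isoforms, and the sucrose synthase gene TRINITY_DN775_c0_g3 has 2. The count table lists 180368 transcripts under 75259 Trinity genes. Of these genes, 19070 had more than 1 isoform, and their isoforms made up 68.8% of the transcripts. No count was assigned in any of the 12 libraries to 11872 transcripts. TRINITY_DN150_c0_g1 took the largest share of the counts in every library, with 15.1 ± 1.93% in ‘RB1’ ripe, 15.5 ± 1.98% in ‘RB1’ unripe, 11.4 ± 0.622% in ‘1B’ ripe and 20.2 ± 0.568% in ‘1B’ unripe fruit (SD, n = 3 each).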

The results indicated that around 137,855 (76.43%) of the transcripts were successfully matched and assigned with 26,089 accession numbers. Among them, 23,267 accession numbers matched *Carica papaya* sequences, 17,347 of them (74.55%) annotated to known genes, while the remaining 5920 accession numbers matched uncharacterised sequences whose functions are unknown. The transcript count data for each sample were used to produce a PCA (Figure 1). The spread of samples on the first and second largest eigenvalues indicated that the majority of variance in the count data was contributed by genotype variation (45%), while maturity stage (unripe or ripe stage) provided another 32% of the variability. 

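The ‘RB1’ and ‘1B’ libraries stood at opposite ends of the first component, with scores of -75.6 to -60.7 for the 6 ‘RB1’ libraries and 68.1 to 73.7 for the 6 ‘1B’ libraries. On the second component, ripe ‘1B’ fruit scored 49.7 to 52.4 and unripe ‘1B’ fruit -51.2 to -48.4. Ripe and unripe ‘RB1’ fruit lay much closer together there, with 1.88 to 7.75 and -8.99 to -2.35. The first component held 67.1% of the variance and the second 17.1%, over the 500 most variable transcripts after a blind variance-stabilising transformation of the counts with DESeq2. Of the variance along the first component, 99.7% lay between the varieties, and of that along the second, 60.2% lay between the stages. When the counts were summed over each Trinity gene first, the order turned, and the first component, with 41.3%, had 66.5% of its variance between the stages while the second, with 36.8%, had 82.7% between the varieties. Over all transcripts past the low-count filter the components held 25.2% and 18.3%. Without ‘RB1’ ripe replicate 3 they held 67.4% and 18.9%.

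**Figure D1:**
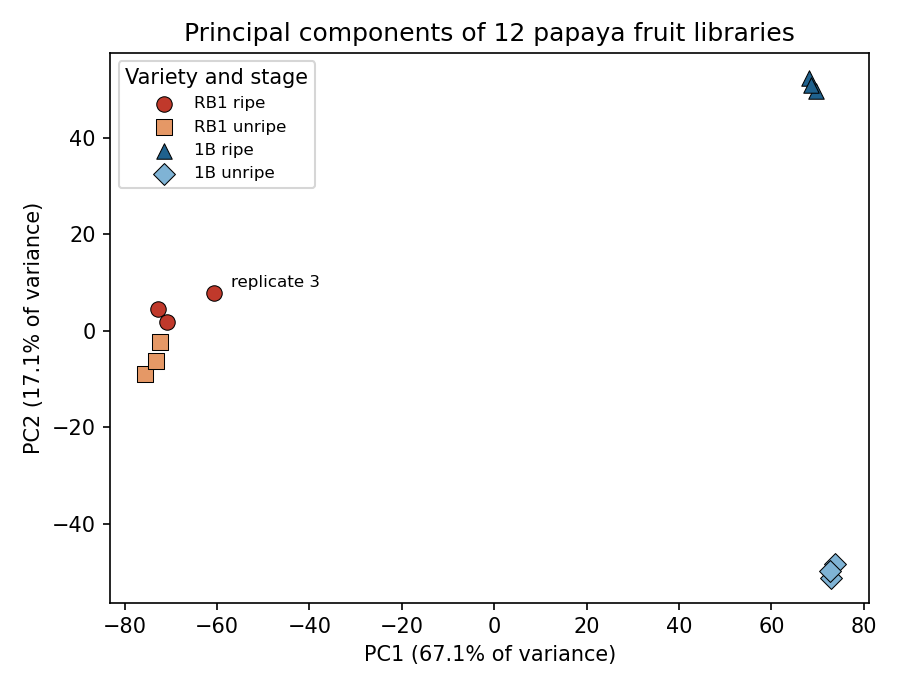
Scores of the 12 papaya fruit libraries on the first (horizontal) and second (vertical) principal component, each point a library, coloured by variety and stage, with ‘RB1’ ripe replicate 3 named. The 6 ‘RB1’ libraries sit at -75.6 to -60.7 on the first component and the 6 ‘1B’ libraries at 68.1 to 73.7.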

The three replicates of each sampling group clustered well together, except one of the replicates of ‘RB1’ at the ripe stage, which was identified as being closer to the ‘unripe’ group. This was then treated as an outlier and removed from downstream expression analyses. 

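‘RB1’ ripe replicate 3 lay nearer to the unripe than to the other ripe ‘RB1’ fruit, at a mean Euclidean distance of 65.1 from the 3 ‘RB1’ unripe libraries and 83.4 from ‘RB1’ ripe replicates 1 and 2, over the transcripts of the principal component plot. The ‘1B’ libraries were farther away, at 147 (ripe) and 155 (unripe), and ‘RB1’ ripe replicates 1 and 2 were 46.7 apart. On a line from the mean of the ‘RB1’ unripe libraries (0) to the mean of ‘RB1’ ripe replicates 1 and 2 (1), drawn over the transcripts that passed the threshold between those groups, replicate 3 had the place 0.153. The ‘RB1’ unripe libraries themselves had places from -0.0120 to 0.00735. Gene sums put replicate 3 at 0.0986. The cell wall enzyme endoglucanase 25-like (TRINITY_DN2388_c0_g1) had 8.69 CPM in replicate 3, against 87.6 ± 9.44 CPM in ‘RB1’ ripe replicates 1 and 2 (SD, n = 2) and 29.4 ± 0.460 CPM in unripe ‘RB1’ (SD, n = 3). Granule-bound starch synthase 1 (TRINITY_DN5853_c0_g2), which makes amylose, had 1.62 CPM in replicate 3, 43.5 ± 6.49 CPM in the other ripe ‘RB1’ fruit and 3.51 ± 0.780 CPM in unripe ‘RB1’ fruit. These genes were chosen after their values were seen. In Table S1 replicate 3 has an RNA quality score of 6.5, as has ‘RB1’ ripe replicate 1. Its RNA concentration, 37.2 ng/µl, lies between the 69.6 and 53.2 of ‘RB1’ ripe replicates 1 and 2 and the 23.1 to 33 of unripe ‘RB1’. Its share of 5S RNA, 22.1%, is the highest of the ‘RB1’ samples.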

The assembled sequences were deposited in the NCBI database (accession number GSE213436).

### 2.2. Differential Expression of Transcripts from RNA-Seq Data

In total, 27,545 transcripts were found to be differentially expressed between ‘RB1’ and ‘1B’ at the ripe stage based on the specified thresholds (‘FDR < 0.05’ and ‘|log2FC| > 1.5’). 

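Ripe ‘1B’ fruit (n = 3) and ripe ‘RB1’ fruit (n = 2) differed in many transcripts that had counts in only 1 of these 2 ripe groups. A transcript of phosphoenolpyruvate carboxykinase, which feeds gluconeogenesis (TRINITY_DN6957_c0_g1_i6) had 32.1 ± 4.00 CPM (SD) in ‘1B’ and no count in ‘RB1’, at least 528-fold higher (adjusted p = 0.00561). It was not absent from the variety, with 306, 473 and 460 counts in the unripe ‘RB1’ libraries. A transcript of starch synthase 4 (TRINITY_DN893_c2_g1_i31) stood at 14.3 ± 3.61 CPM against 0, at least 233-fold higher (adjusted p = 0.00866), and 1 of alpha-glucan phosphorylase H (TRINITY_DN1426_c0_g1_i3), which breaks starch down, at 11.9 ± 0.206 CPM against 0, at least 198-fold higher (adjusted p = 0.00603). In the other direction, a phosphoglycerate mutase transcript of glycolysis (TRINITY_DN1285_c2_g1_i5) had 58.6 ± 0.488 CPM in ‘RB1’ and 0 in ‘1B’, at least 3531-fold lower (adjusted p = 0.00704). So did a stearoyl-ACP desaturase 6 transcript (TRINITY_DN638_c1_g1_i14), of fatty acid desaturation, with 51.2 ± 14.0 CPM in ‘RB1’, at least 3400.4-fold lower in ‘1B’ (adjusted p = 0.0103). In total, 14453 of 88526 tested transcripts passed the threshold. Of the DETs, 8197 (56.7%) had 0 counts in every library of 1 group, and the median absolute log2 fold change was 7.09 as fitted and 3.82 with these transcripts at their lower bound. The gene sum passed the threshold in the same direction for 6387 DETs (44.2%) and in the opposite direction for 375, and it did not pass for 7691 (53.2%). With no fold threshold on the gene sum these were 9875, 2064 and 2514. For phosphorylase H the gene sum gave a log2 fold change of 0.55 (standard error 0.17, adjusted p = 0.00815), below the fold threshold. The starch synthase 4 gene sum went the other way from its transcript, with 26.6 to 35.0 CPM in ripe ‘1B’ and 56.9 and 60.0 CPM in ‘RB1’. This and the following gene sums are scaled over all 12 libraries. The carboxykinase gene had 438 to 553 CPM in ‘1B’ against 351 and 301 in ‘RB1’. The mutase gene had 62.5 to 69.9 against 183 and 184, and the desaturase gene 239 to 403 against 578 and 506. Over all 6 ripe libraries, 6637 of 75325 transcripts passed, and the carboxykinase and phosphorylase transcripts no longer did, with 6.59 and 0.893 CPM in ‘RB1’ ripe replicate 3 (adjusted p = 0.39 and 0.161), while the starch synthase transcript, at 0 there, and the mutase transcript, at 19.9 CPM, still did (adjusted p = 0.0118 and 0.014) and the desaturase transcript, at 0, was not tested. Leaving out ‘1B’ ripe replicate 1, 2 or 3 left 2330, 7377 and 4854 DETs.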

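The largest changes among transcripts that Table S3 does not list were larger still, though that table lists another isoform of 1 of their genes. TRINITY_DN43_c2_g2_i2 had 627 ± 28.0 CPM in ripe ‘1B’ (SD, n = 3) and TRINITY_DN75_c1_g1_i7 605 ± 76.7 CPM, both with no count in ripe ‘RB1’ (n = 2), at least 10402-fold and 9960.0-fold higher. TRINITY_DN3_c0_g1_i12 had 3763 ± 1727 CPM in ripe ‘RB1’ (SD, n = 2) and TRINITY_DN638_c1_g1_i5 596 ± 109 CPM, both with no count in ripe ‘1B’ (n = 3), at least 265715-fold and 38296-fold lower. The latter is an isoform of the stearoyl-ACP desaturase gene named above, whose sum changed far less. It had 239 to 403 CPM in ripe ‘1B’ and 578 and 506 CPM in ‘RB1’ ripe replicates 1 and 2, scaled over all 12 libraries. Of the transcripts past the threshold at the ripe stage, 8170 were higher and 6283 lower in ‘1B’. Among gene sums, 6160 Trinity genes were higher and 3985 lower in ‘1B’, of 34437 tested. Transcripts with at least 10 counts in every ripe library of 1 variety and none in any library of the other, ‘RB1’ ripe replicate 3 left aside, numbered 2136 for ‘1B’, of which 2009 were DETs and 373 had a count in that replicate, and 988 for ‘RB1’, of which 956 were DETs. For 88.9% and 95.5% of these, other isoforms brought the gene to at least 10 counts in the variety that lacked the transcript. The numbers 2136 and 988 cannot be set against each other, as depth differed. ‘RB1’ ripe replicate 2 had 10949060 counts in all, and every ‘1B’ library had at least 54741059. The minimum of 10 counts was thus harder to reach in ‘RB1’, and a count of 0 easier. With ‘RB1’ ripe replicate 3, which had 0, 0, 240511 and 11498 counts of the 4 transcripts named, 3680 transcripts were higher and 2957 lower in ‘1B’. The direction of the majority turned without ‘1B’ ripe replicate 1 (863 higher, 1467 lower), replicate 2 (2571 and 4806) or replicate 3 (1860 and 2994). Fits that left a single ‘RB1’ library, with the spread taken from ‘1B’ alone, had 12576 higher and 2427 lower (without ‘RB1’ ripe replicate 1) and 7008 and 3203 (without 2). The median log2 fold change of all tested transcripts was 0.47 after TMM scaling and 0.64 by library size only, so the counts in each direction are relative to the scaling; scaled to a median log2 fold change of 0, a setting chosen after the values were seen, 6849 transcripts were higher and 9183 lower in ‘1B’ (4277 and 5283 gene sums).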

With ‘RB1’ set as the control group, 15,880 transcripts showed lower expressions in ‘1B’, and 11,665 transcripts were more highly expressed in ‘1B’ (Figure 2a). These differentially expressed transcripts were then assigned to functional pathways by their GO and KEGG terms.

Based on the KEGG enrichment analysis, DETs were matched to 2637 KO entries and assigned to 383 pathways. The most enriched were metabolic, biosynthesis of secondary metabolites, microbial metabolism in diverse environments and carbon metabolism pathways. There were significantly higher numbers of KOs involved in the metabolism of carbohydrates (166 KOs, 15 pathways), amino acids (123 KOs, 14 pathways) and lipids (102 KOs, 14 pathways) (Figure 2b). Moreover, in total, 12 pathway modules were completely generated from KEGG Mapper, 2 of which were closely related to sweetness and volatile compound production (modules M00854 and M00927). Module M00854 is involved in carbohydrate metabolism and functions in glycogen biosynthesis, converting glucose-1-phosphate to glycogen or starch. Module M00927 relates to plant terpenoid biosynthesis and is proposed to have a role in gibberellin A12 biosynthesis, converting geranylgeranyl pyrophosphate to gibberellin A12.

In total, 901 GO terms were successfully assigned from 7383 DETs with significant *p*-values (<0.05). Among these, 38 GO terms were assigned which were significantly different between ‘RB1’ and ‘1B’ at the ripe stage. These were then classified into three functional groups: biological processes (BP), cell cycle (CC) and molecular function (MF) (Figure 2c). Based on the enrichment results, the main GO terms enriched in DETs shared between ‘RB1’ and ‘1B’ at the ripe stage were associated with oxidoreductase activity from the MF classification as well as metal ion transport and fatty acid biosynthetic processes from the BP classification.

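The sugar and volatile transcripts of Table S3 went in both directions at the ripe stage, and their genes mostly moved less than single transcripts. Mitochondrial aldehyde dehydrogenase B7 (TRINITY_DN1920_c0_g1), which oxidises aldehydes to acids, was lower in ‘1B’ as a gene sum, at 8.96 ± 2.47 CPM (SD, n = 3) against 282 ± 33.6 CPM in ‘RB1’ (SD, n = 2; log2 fold change -4.97, standard error 0.20, adjusted p = 9.63e-21). Pyruvate, phosphate dikinase (TRINITY_DN15218_c0_g1), which turns pyruvate into phosphoenolpyruvate, was higher in ‘1B’, at 113 ± 10.8 CPM against 7.86 ± 0.271 CPM (log2 fold change 3.85, standard error 0.19, adjusted p = 3.65e-18). Both genes were chosen after their values were seen. Of the 118 transcripts, 117 were tested and 99 passed the threshold, 46 higher and 53 lower in ‘1B’ (108 when adjusted over the list alone). The study chose the list on these samples, so these counts are not independent evidence of a difference or its direction. Of the 77 Trinity genes behind the list, 30 passed as gene sums, 15 higher and 15 lower. For the 99 transcripts the gene sum passed in the same direction in 34 cases, in the opposite direction in 2 and not at all in 63. With no fold threshold on the gene sum these were 68, 19 and 12. At the unripe stage, which was not used to choose the list, 77 of the 99 were tested and 50 had the same sign as in ripe fruit, 32 of them past the threshold, while 8 passed with the other sign. Of all DETs in ripe fruit, 58.5% of those tested there had the same sign. Among 29 Table S3 gene sums 13 had it, with 5 past the threshold in the same and 7 in the opposite direction. Over all 6 ripe libraries, 48 of 104 tested transcripts passed (22 higher, 26 lower; 67 when adjusted over the list alone), as did 17 of the 77 gene sums. The dehydrogenase gene had 3.61 CPM in ‘RB1’ ripe replicate 3 and the dikinase gene 2.41 CPM, and both still passed with it (adjusted p = 0.0323 and 0.000904). Without ‘1B’ ripe replicate 1, 35 of the Table S3 transcripts passed (15 higher, 20 lower). Higher ones outnumbered lower ones without a low-count filter (40 and 33), with glmTreat (35 and 28), in limma (23 and 19 at a pseudocount of 1, 48 and 44 at 0.1) and with a single ‘RB1’ library (50 and 22 without ‘RB1’ ripe replicate 1, 47 and 26 without 2).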

In this study, 118 DETs related to sugar and volatile metabolism pathways were identified (Table S3). Among them, 86 were associated with carbohydrate metabolism, including glycolysis/gluconeogenesis and fructose and mannose metabolism, as well as starch and sucrose metabolism. Of these, 50 showed higher expression levels in ‘RB1’, while overall higher expression levels of DETs encoding beta-glucosidase were found in ‘1B’ compared to ‘RB1’. 

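Transcripts of the 3 carbohydrate pathways were both higher and lower in ripe ‘1B’ (n = 3) than in ripe ‘RB1’ (n = 2), often within the same gene. Of 5 transcripts of chloroplastic alpha-amylase 3, which cleaves starch, 3 were higher in ‘1B’, among them TRINITY_DN5126_c0_g1_i17 with 8.71 ± 1.01 CPM (SD) and no count in ‘RB1’ (at least 145-fold higher, adjusted p = 0.00727), and 2 were lower, among them TRINITY_DN5126_c0_g1_i77 with 0.507 ± 0.275 CPM in ‘RB1’ and none in ‘1B’ (at least 24.1-fold lower, adjusted p = 0.0438). A transcript of the pyruvate dehydrogenase E2 component (TRINITY_DN17_c0_g1_i29), which links glycolysis to acetyl-CoA, had 13.4 ± 3.20 CPM in ‘RB1’ and none in ‘1B’, at least 879-fold lower (adjusted p = 0.0126), and a bisphosphoglycerate-dependent phosphoglycerate mutase (TRINITY_DN2089_c0_g2_i6) had 16.4 ± 4.17 CPM in ‘1B’ and none in ‘RB1’, at least 267-fold higher (adjusted p = 0.00861). The 2 alpha-amylase transcripts were chosen after their values were seen. In starch and sucrose metabolism 43 of 49 tested transcripts passed the threshold, 18 higher and 25 lower in ‘1B’. In glycolysis and gluconeogenesis 27 of 32 passed, 11 higher and 16 lower, and in fructose and mannose metabolism all 4 passed, 3 higher and 1 lower. Lower transcripts outnumbered higher ones in the first pair of pathways also with RLE size factors (26 of 44 and 16 of 27), by library size only (26 of 45 and 16 of 27) and in DESeq2 (28 of 47 and 18 of 30). Over the 3 pathways together, however, higher ones outnumbered lower ones in limma (17 and 12) and with glmTreat (23 and 20). Among gene sums, 12 of 26 starch and sucrose genes passed (5 higher, 7 lower, and 6 each way by library size only), as did 8 of 24 glycolysis genes (6 higher, 2 lower). The study chose the transcripts on these samples. With ‘RB1’ ripe replicate 3, 27 of 44, 12 of 26 and 1 of 4 transcripts of the 3 pathways passed, and the mutase did not, at 23.6 CPM in that library (adjusted p = 0.906); the dehydrogenase transcript, at 0, was not tested. The amylase transcripts had 3.15 and 0.354 CPM there (adjusted p = 0.506 and 0.0253 over 6 libraries).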

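Beta-glucosidases, which split glucose from glycosides, had transcripts in both directions at the ripe stage. Of 5 transcripts of putative beta-glucosidase 41, 3 passed as higher in ‘1B’: TRINITY_DN150_c2_g1_i89 with 111 ± 11.2 CPM (SD, n = 3) against 23.3 ± 5.50 CPM in ‘RB1’ (SD, n = 2; log2 fold change 2.25, standard error 0.21, adjusted p = 0.0101), TRINITY_DN150_c2_g1_i38 with 52.3 ± 3.10 against 15.4 ± 1.97 CPM (log2 fold change 1.77, adjusted p = 0.00884) and TRINITY_DN150_c2_g1_i90 with 36.2 ± 5.83 CPM against 0 (at least 604-fold, adjusted p = 0.00603). The i42 isoform was lower in ‘1B’, at 4.48 ± 0.513 against 37.3 ± 4.85 CPM (log2 fold change -3.06, adjusted p = 0.00603), and i107 stayed below the fold threshold at 82.9 ± 6.43 against 30.8 ± 4.19 CPM (log2 fold change 1.43, adjusted p = 0.0122), as did i38 when scaled to a median log2 fold change of 0 (1.29). Of the beta-glucosidase BoGH3B-like gene, TRINITY_DN3108_c0_g1_i2 had 36.2 ± 10.1 CPM in ‘RB1’ and no count in ‘1B’ (at least 2408-fold lower, adjusted p = 0.011); i7 and i8 were lower too (at least 252-fold and 109-fold, adjusted p = 0.0207 and 0.0302), and i3 was at least 25.4-fold higher (adjusted p = 0.0181). The transcripts of beta-glucosidase 31-like (TRINITY_DN3009_c0_g1_i2) and 42-like (TRINITY_DN1938_c0_g1_i2) had 3.38 ± 0.681 and 2.60 ± 0.542 CPM in ‘RB1’ and none in ‘1B’, at least 218-fold and 144-fold lower (adjusted p = 0.0211 and 0.0237). Of all 85 tested carbohydrate transcripts, 74 passed the threshold, 32 higher and 42 lower in ‘1B’ (81 when adjusted over the list alone, 33 and 48). As the study chose the list on these samples, this is not independent evidence of the direction. Of 52 carbohydrate gene sums, 21 passed, 12 higher and 9 lower. Without a low-count filter the transcripts split into 27 higher and 26 lower. Over all 6 ripe libraries, 40 of 74 tested carbohydrate transcripts passed (17 higher, 23 lower), and of the beta-glucosidase transcripts named all but i107, below the fold threshold, and BoGH3B-like i7, not tested, still did. ‘RB1’ ripe replicate 3 had 27.0, 9.01, 0, 11.6 and 20.6 CPM of the beta-glucosidase 41 transcripts in the order given, and 7.82, 0, 0.286 and 0 CPM of the BoGH3B-like ones, with 2.14 of 31-like and 4.28 of 42-like. Leaving out ‘RB1’ ripe replicate 1, ‘RB1’ ripe replicate 2 or ‘1B’ ripe replicate 1 left 16, 18 and 14 carbohydrate transcripts lower in ‘1B’ and 36, 33 and 11 higher. The majority turned in the first 2 of these fits, which hold a single ‘RB1’ library.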

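Fatty acid and terpenoid genes were likewise split between the varieties in ripe fruit. A transcript of long chain acyl-CoA synthetase 2 (TRINITY_DN1831_c0_g1_i28), which activates fatty acids, had 40.7 ± 17.2 CPM in ‘RB1’ (SD, n = 2) and no count in ‘1B’ (n = 3), at least 2049.7-fold lower (adjusted p = 0.0142). The alpha subunit of plastid acetyl-CoA carboxylase (TRINITY_DN578_c0_g1), of the committed step of fatty acid synthesis, was higher in ‘1B’ as a gene sum, at 83.4 ± 7.89 against 21.2 ± 2.97 CPM (SD, n = 3 and 2; log2 fold change 1.96, standard error 0.17, adjusted p = 6.92e-12). Lower in ‘1B’ were the gene sums of diphosphomevalonate decarboxylase MVD2 (TRINITY_DN12097_c0_g1), of the mevalonate pathway, at 7.05 ± 0.590 against 23.8 ± 5.39 CPM (log2 fold change -1.78, standard error 0.16, adjusted p = 1.42e-11), and of solanesyl diphosphate synthase 3 (TRINITY_DN2423_c0_g2), of prenyl chain synthesis, at 16.2 ± 0.963 against 64.4 ± 7.20 CPM (log2 fold change -1.99, standard error 0.15, adjusted p = 1.43e-13). These 3 genes were chosen after their values were seen. Of 32 transcripts, 25 passed the threshold, 14 higher and 11 lower in ‘1B’, and 27 did when adjusted over the list alone (14 and 13). By pathway, 16 of 17 fatty acid transcripts passed (9 higher, 7 lower), as did 9 of 14 terpenoid transcripts (5 higher, 4 lower), with the same numbers with RLE size factors and by library size only, and 8 of 17 and 5 of 10 lower in DESeq2. Of 25 gene sums, 9 passed, 3 higher and 6 lower (4 and 4 by library size only). The list was chosen by the study on these samples and is not independent evidence of a direction. Over all 6 ripe libraries, 8 of 30 tested transcripts passed, 5 higher and 3 lower, and 4 gene sums, 1 higher and 3 lower. ‘RB1’ ripe replicate 3 had 1.90 CPM of the synthetase transcript, 136 of the carboxylase gene, 8.59 of MVD2 and 29.5 of the solanesyl diphosphate synthase gene; the carboxylase (log2 fold change 0.19, adjusted p = 0.869) and MVD2 (log2 fold change -1.50, adjusted p = 0.0155) no longer passed with it. Without ‘1B’ ripe replicate 1, 10 transcripts passed, 4 higher and 6 lower. Leaving out ‘RB1’ ripe replicate 1, which leaves a single ‘RB1’ library, gave 20, 14 higher and 6 lower.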

The remaining 32 were related to fatty acid and terpenoid biosynthesis, of which 17 were more highly expressed in ‘RB1’.

### 2.3. Validation of Functional Genes Related to Flavour Using RT-qPCR between ‘RB1’ and ‘1B’ Papaya

PCR products of the expected sizes were successfully amplified from each of the eight selected target genes (Figure 3). After primer efficiency testing, a consistent linear amplification was produced based on the R^2^ results and efficiency values. Differences among transcription levels of the selected genes were observed between the ‘RB1’ and ‘1B’ varieties when assessed at the ripe stage (Figure 4). These are proposed to encode for the following enzymes: beta-glucosidase (BGLU), pyrophosphate-fructose 6-phosphate 1-phosphotransferase (PFP) and sucrose synthase (SUS), involved in glycolysis/gluconeogenesis and starch and sucrose metabolism, in addition to geranyllinalool synthase (GES), linalool synthase (LIS) and benzyl alcohol O-benzoyltransferase (BAO), involved in terpenoid and benzenoid and benzoic acid biosynthesis. Based on the qPCR results, significant differences in expression levels were confirmed for *cpBGH3B*, *cpPFP*, *cpSUS*, *cpGES* and *cpLIS*. Except for *cpBGLU31*, these all presented higher expression levels in ‘RB1’ compared to ‘1B’. 

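In the RNA-Seq counts of ripe fruit (n = 3 for ‘1B’, n = 2 for ‘RB1’), the sucrose synthase gene behind cpSUS (TRINITY_DN775_c0_g3), which makes and cleaves sucrose, was lower in ‘1B’ as a gene sum, at 59.1 ± 7.36 CPM (SD) against 213 ± 31.2 CPM (log2 fold change -1.85, standard error 0.16, adjusted p = 1.21e-11). The cpGES transcript (TRINITY_DN2620_c0_g1_i44), of geranyllinalool synthesis, had 3.14 ± 0.943 CPM in ‘1B’ and no count in ‘RB1’, at least 51.4-fold higher (adjusted p = 0.0144). The cpPFP transcript (TRINITY_DN2802_c0_g1_i49), of the interconversion of fructose phosphates, was also higher, at 1.32 ± 0.288 CPM against 0 (at least 22.0-fold, adjusted p = 0.0198). Its gene sum did not reach the fold threshold, at 351 ± 31.7 against 150.1 ± 24.8 CPM (log2 fold change 1.22, standard error 0.18, adjusted p = 8.1e-07), but did by library size only (log2 fold change 1.50). The cpLIS transcript (TRINITY_DN2620_c0_g1_i57), of linalool synthesis, had 4.49 ± 3.00 CPM in ‘1B’ and 9.78 ± 1.43 CPM in ‘RB1’ and did not pass (log2 fold change -1.12, standard error 0.57, adjusted p = 0.253), though without ‘1B’ ripe replicate 3 it passed as lower in ‘1B’ (log2 fold change -1.82); counts of its Trinity gene, which it shares with cpGES, gave 243 ± 88.4 against 329 ± 15.3 CPM (adjusted p = 0.0657). The benzyl alcohol O-benzoyltransferase transcript (TRINITY_DN4842_c0_g1_i1), of ester synthesis, had 2592 ± 166 against 2372 ± 683 CPM, ranges that overlapped, and a log2 fold change of 0.13 (standard error 0.22, adjusted p = 0.746); its gene sum had -0.18 (adjusted p = 0.523), and its sign turned by library size only, as did that of the transcript when scaled to a median log2 fold change of 0 (-0.35). Gene sums of the 3 beta-glucosidases did not pass the fold threshold: 42-like (TRINITY_DN1938_c0_g1) at 37.1 ± 0.994 against 13.6 ± 0.223 CPM (log2 fold change 1.45), 31-like (TRINITY_DN3009_c0_g1) at 10.5 ± 6.31 against 6.80 ± 0.121 CPM (log2 fold change 0.62) and BoGH3B-like (TRINITY_DN3108_c0_g1) at 29.8 ± 5.73 against 45.8 ± 10.1 CPM (log2 fold change -0.63), with adjusted p = 1.51e-09, 0.0465 and 0.00172. Levels in ‘RB1’ ripe replicate 3 were 41.4 CPM for the cpSUS gene, 693 for the cpPFP gene, 17.5 for the cpLIS transcript, 1060.0 for its gene, 3419.7 for the benzoyltransferase transcript and 25.2, 5.49 and 9.44 for the 3 beta-glucosidase genes, with 0 for the cpGES and cpPFP transcripts. Over all 6 libraries these 2 transcripts still passed (adjusted p = 0.0199 and 0.0217), cpSUS did not (log2 fold change -1.46, adjusted p = 0.0588), and the signs of the cpPFP gene sum (-0.19) and the benzoyltransferase transcript (-0.31) turned. Leaving out any 1 of the ‘1B’ libraries, omitting the low-count filter or scaling by library size only brought the gene sum of beta-glucosidase 42-like past the threshold.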

All results obtained from the qPCR analysis were consistent with the RNA-Seq data, except for *cpBGLU31*, in agreement with expression profiles inferred from transcriptome analysis.

## 3. Discussion

Commercial papaya varieties grown in Australia are relatively few; however, they do vary greatly in taste and aroma [3,11]. A previous profiling study highlighted the existence of undesirable tastes in current papaya varieties, resulting in the exclusion of a portion of the population as potential consumers [3]. To prioritise preferred flavours as the major breeding goal, we undertook a comprehensive exploration of the genetic mechanisms and biosynthetic pathways underlying these desired flavours. To identify a set of genes associated with sensory profiles, we conducted whole RNA sequencing and de novo transcriptome assembly on the distinctly flavoured papaya varieties ‘RB1’ (known for its sweet flavour and floral aroma) and ‘1B’ (characterised by a bitter taste and musty aroma) at both ripe and unripe stages [3]. The mean alignment rate of reads was better when mapped to the de novo transcriptome assembly when compared to the new updated genome, indicating that the tissue-specific de novo transcriptome improved the alignment rates. A previous study conducted by Wei and Wing in 2008 [12] annotated a total of 24,746 genes from the papaya genome, sequencing through the whole-genome shotgun method, and that figure is close to the number of genes annotated in our study (26,089 genes). To explore expression differences of specific genes further, more diverse tissue types (foliage or fruit skin) could be assessed for tissue-specific effects and potential allelic differences.

Except for one outlier of the ‘RB1-ripe’ sample, all samples were clustered with their corresponding replicates, demonstrating the assay’s repeatability. Also, these samples were well separated between varieties from the unripe stage to the ripe stage, indicating the different expression patterns among varieties during fruit development. 

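Without ‘RB1’ ripe replicate 3, the gene sums of sucrose synthase 2 and aldehyde dehydrogenase B7 moved in opposite directions with ripening in the varieties. The sucrose synthase 2 gene (TRINITY_DN775_c0_g1) fell from 11.6 ± 0.965 CPM in unripe (SD, n = 3) to 0.756 ± 0.140 CPM in ripe ‘RB1’ (n = 2; log2 fold change -3.84, adjusted p = 8.2e-15) and rose from 0.106 ± 0.0733 to 5.23 ± 1.26 CPM in ‘1B’ (n = 3 each; log2 fold change 5.62, adjusted p = 7.2e-10). Aldehyde dehydrogenase B7 (TRINITY_DN1920_c0_g1) rose from 9.80 ± 0.457 to 229 ± 11.0 CPM in ‘RB1’ and fell from 31.0 ± 2.92 to 6.67 ± 1.84 CPM in ‘1B’ (interaction log2 fold change -6.72, standard error 0.21, adjusted p = 9.65e-23); this gene was chosen after its values were seen. Vacuolar invertase (TRINITY_DN3457_c0_g1), which cleaves sucrose in the vacuole, fell from 45.2 ± 4.16 to 0.498 ± 0.193 CPM in ‘1B’ (log2 fold change -6.48, adjusted p = 3.86e-13) and had 24.3 ± 3.29 and 11.7 ± 1.22 CPM in ‘RB1’, a change below the fold threshold, with an interaction of -5.37 (adjusted p = 1.86e-19). Of the 11 beta-glucosidase transcripts, 5 of 6 tested rose during ripening in ‘1B’ and none fell, while in ‘RB1’ 1 of 9 tested rose and 1 fell; 3 had a positive interaction past the threshold. Of the 11, 5 are isoforms of 1 gene, putative beta-glucosidase 41 (TRINITY_DN150_c2_g1). Scaled over all 12 libraries, its gene sum had at most 495 CPM in unripe and at least 648 CPM in ripe ‘1B’. The interaction of this gene sum, 0.642 (adjusted p = 0.0022), stayed below the fold threshold, as did that of BoGH3B-like (1.31). The gene sums of beta-glucosidases 42-like (1.84) and 31-like (7.27) passed. Between unripe fruits of the varieties (n = 3 each), 7808 of 60891 transcripts passed, 3817 higher and 3991 lower in ‘1B’, and 48 of 93 tested Table S3 transcripts (18 higher, 30 lower; 52 when adjusted over the list alone), a list the study chose on ripe fruit. Between stages, 3389 of 70809 transcripts passed in ‘RB1’ (1682 higher, 1707 lower in ripe fruit) and 13292 of 70876 in ‘1B’ (7819 and 5473), and 9255 of 103938 passed the test of the interaction of variety and stage. With ‘RB1’ ripe replicate 3, which had 17.1 CPM of the sucrose synthase 2 gene, 3.61 of the dehydrogenase, below each unripe ‘RB1’ library (8.98 to 9.63), and 8.43 of vacuolar invertase, edgeR called 0 transcripts between stages in ‘RB1’ (5199 at an unadjusted p under 0.05; without it DESeq2 called 9851 and limma 2058) and 4300 in the interaction. Leaving out ‘RB1’ ripe replicate 2, or ‘RB1’ unripe replicate 1, 2 or 3, left 1874, 1114, 652 and 1373 DETs between stages in ‘RB1’. The majority turned there without ‘RB1’ unripe replicate 1 (648 higher, 466 lower), 2 (387 and 265) or 3 (753 and 620), in limma (1163 and 895) and as gene sums (2691 and 2376). With 1 ripe ‘RB1’ library left it did not (629 and 2189 without ‘RB1’ ripe replicate 1, 822 and 1052 without 2). In ‘1B’ it turned without ‘1B’ ripe replicate 1 (5258 higher, 5337 lower) or 2 (5132 and 5219) or with a replicate block (1105 and 2787). Between unripe fruits it turned without ‘RB1’ unripe replicate 1 (4294 and 3844), 2 (4009 and 2609) or 3 (4096 and 2877), with no low-count filter (3161 and 2621), in the fit of all 4 groups (3601 and 3215), as gene sums (1881 and 1744) or with the block (1249 and 676). The RNA quality scores of unripe ‘1B’ fruit, 7.6 to 8.2, were above the 6.1 to 6.9 of the other groups.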

Significant enrichment of DETs was observed in the oxidoreductase activity, metal ion transport and fatty acid biosynthetic process gene ontologies. The combination of oxidoreductase enzymes and metal ion transporters is mainly involved in regulating plant growth [13]. Since ‘RB1’ has an elongate fruit shape with red flesh and ‘1B’ has a round fruit shape with yellow flesh, it is reasonable that these genotypes have significant differences in oxidoreductase activity and metal ion transport. Moreover, fatty acid metabolism is the main pathway for the synthesis of esters, which are considered the major contributors to the unique papaya flavours [14]. The significant enrichment of DETs in the fatty acid biosynthetic processes indicates that ‘RB1’ and ‘1B’ may have distinct aroma profiles, which corresponds to the differences previously observed in sensory profiles of ‘RB1’ and ‘1B’ [3]. Assessing KOs corresponding to nodes of the KEGG pathways [15] highlighted lipid metabolism, amino acid metabolism and carbohydrate metabolism as the most enriched pathways in the samples assessed.

To further investigate the genes encoding key flavour-related traits in papaya, 118 DETs were identified from the de novo assembly. Several encode for enzymes involved in starch and sucrose metabolism (Figure 5), including invertase and sucrose synthase (SUS), key enzymes in sugar accumulation during fruit ripening [4]. Sucrose synthase (K00695; EC:2.4.1.13; six DETs) catalyses a reversible reaction with a role in sucrose synthesis and cleavage, while invertase (K01193; EC:3.2.1.26; four DETs) catalyses the hydrolysis of sucrose to fructose and glucose [16]. 

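Vacuolar acid invertase was lower in ripe ‘1B’ than in ripe ‘RB1’: its transcript TRINITY_DN3457_c0_g1_i1 had 0.596 ± 0.225 CPM (SD, n = 3) against 12.0 ± 0.353 CPM (SD, n = 2; log2 fold change -4.33, standard error 0.41, adjusted p = 0.00996), and its isoform i2 was at least 27.8-fold lower (adjusted p = 0.0422). Insoluble invertase, which cleaves sucrose at the cell wall, was higher in ‘1B’: TRINITY_DN1273_c2_g1_i3 had 4842 ± 507 against 1189.8 ± 245 CPM (log2 fold change 2.02, standard error 0.21, adjusted p = 0.0118) and i4 of the same gene 9.84 ± 1.39 against 0.935 ± 0.290 CPM (log2 fold change 3.41, standard error 0.34, adjusted p = 0.011). The most abundant sucrose synthase transcript (TRINITY_DN775_c0_g3_i2), of an enzyme that makes and cleaves sucrose, was lower in ‘1B’, at 61.2 ± 7.55 against 203 ± 43.0 CPM (log2 fold change -1.73, standard error 0.19, adjusted p = 0.0128). Of sucrose synthase 3-like (TRINITY_DN775_c0_g2), i11 and i2 had 2.62 ± 0.723 and 1.17 ± 0.0758 CPM in ‘RB1’ and none in ‘1B’ (at least 174-fold and 68.8-fold lower, adjusted p = 0.0244 and 0.0288), while i7 had 4.04 ± 0.560 CPM in ‘1B’ and none in ‘RB1’ (at least 67.7-fold higher, adjusted p = 0.0102). The sucrose synthase 5 transcript (TRINITY_DN2092_c0_g1_i38) was at least 42.2-fold lower (adjusted p = 0.0307), and that of sucrose synthase 2 (TRINITY_DN775_c0_g1_i1), at 3.69 ± 0.864 against 0.235 ± 0.332 CPM, did not pass (adjusted p = 0.123). In all, 9 of the 10 transcripts passed, 3 higher and 6 lower in ‘1B’, with TMM, RLE and library size scaling alike (4 higher and 5 lower in DESeq2), and 10 did when adjusted over the list alone (4 and 6), a list the study chose on these samples. By gene sums, vacuolar invertase had a log2 fold change of -4.39 (adjusted p = 2.97e-18), insoluble invertase 1.91 (adjusted p = 5.95e-08) and sucrose synthase 2 2.79 (adjusted p = 3.65e-11), and sucrose synthases 3-like (0.68) and 5 (-1.39; -1.70 and past it when scaled to a median log2 fold change of 0) stayed below the fold threshold. With ‘RB1’ ripe replicate 3, 4 of 8 tested transcripts passed, 1 higher and 3 lower, and of the 6 gene sums only vacuolar invertase did (adjusted p = 0.000774). That library had 8.31 CPM of the vacuolar transcript i1, 4764 of insoluble i3, 10.2 of i4 and 0 of vacuolar i2. On the same scale, over all 12 libraries, the ripe ‘1B’ libraries had 3654 to 4403 CPM of insoluble i3. Of the abundant sucrose synthase transcript ‘RB1’ ripe replicate 3 had 40.5 CPM, of the 3-like isoforms 5.86, 2.97 and 0 in the order given, of sucrose synthase 5 0 and of sucrose synthase 2 10.6. With that library the log2 fold change of sucrose synthase 2 became -0.38 (gene sum -0.22). The abundant sucrose synthase transcript (adjusted p = 0.187) and both insoluble invertase transcripts (adjusted p = 0.613 and 0.697) no longer passed with it.

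**Figure D2:**
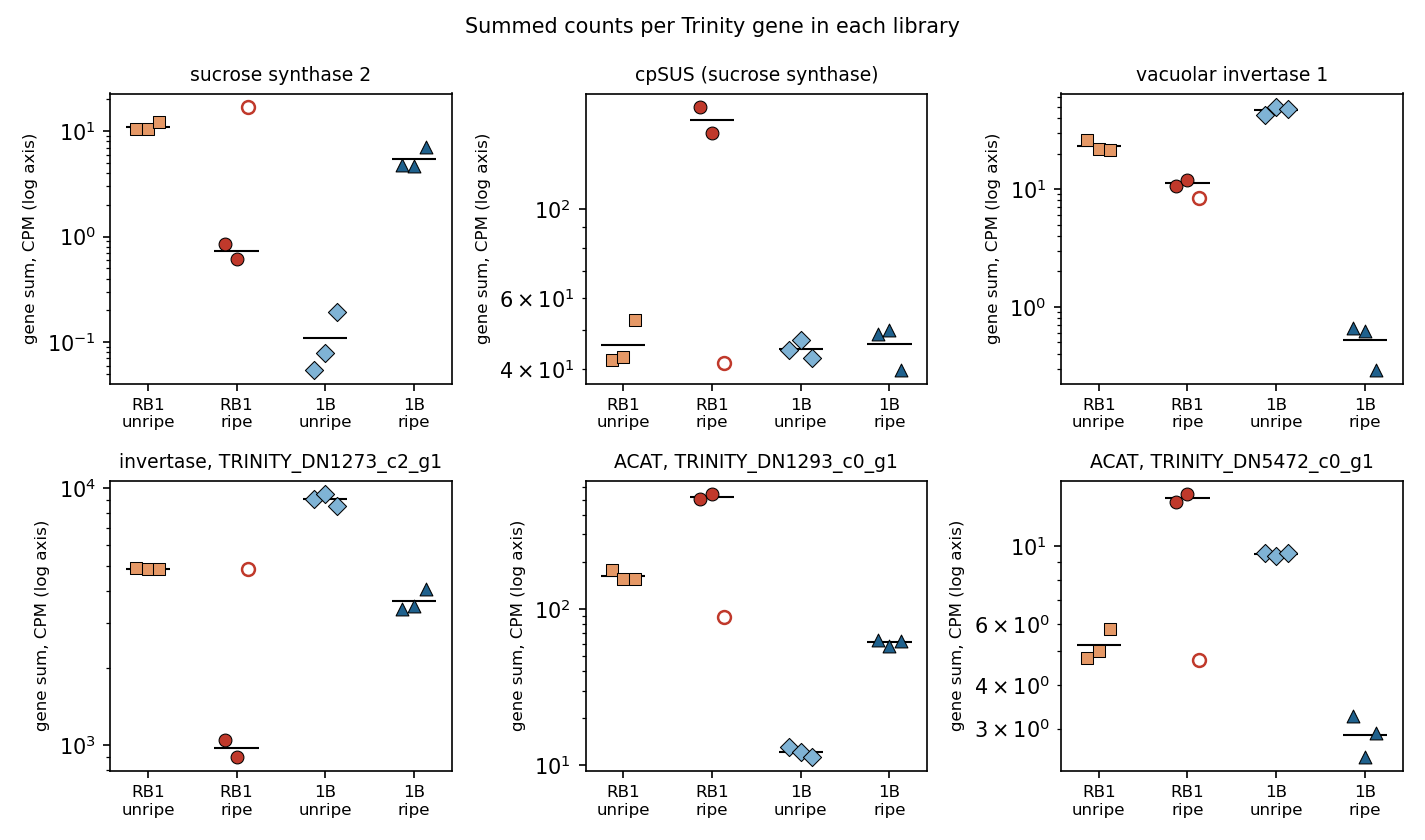
Gene sums in CPM on a log axis (vertical) in each library of the 4 groups (horizontal) for sucrose synthase, invertase and acetyl-CoA acetyltransferase genes, with ‘RB1’ ripe replicate 3 as an open circle and a bar for the mean without it. Vacuolar invertase lay at 0.290 to 0.658 CPM in ripe ‘1B’ and 10.7 to 11.9 in ripe ‘RB1’ replicates 1 and 2, scaled over all 12 libraries.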

Six of the DETs encoding these two enzymes were more highly expressed in ‘RB1’ than in ‘1B’. In addition, beta-glucosidase (K01188 and K05349; EC:3.2.1.21; nine DETs) is an important enzyme participating in the release of glucose and aromatic compounds from cellulose [17]. Previous research in papaya flavour profiling mentioned that sweetness (contributed by glucose, fructose and sucrose) and aroma (produced by terpenes and esters) are the major factors involved in the biosynthesis of papaya flavour [3,18]. Accordingly, high numbers of transcripts encoding the enzyme beta-glucosidase in the sucrose metabolism pathway were detected in this study [17]. In plants, beta-glucosidase plays an important role in secondary metabolism, which initiates the biosynthesis of over 2000 monoterpene alkaloids and releases glucose from polysaccharides [19,20]. Based on the DET analysis in this study, ‘1B’ had higher expression levels of transcripts encoding beta-glucosidase than ‘RB1’, indicating that ‘1B’ potentially has a higher aroma intensity and less sweetness than ‘RB1’. This aligns with the previous studies in flavour profiling of these two papaya varieties [3,17].

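As a gene sum, putative beta-glucosidase 41 (TRINITY_DN150_c2_g1), the most abundant of the 4 beta-glucosidase genes, stood at 852 ± 34.3 CPM in ripe ‘1B’ (SD, n = 3) and 381 ± 32.1 CPM in ripe ‘RB1’ (SD, n = 2). This log2 fold change of 1.16 (standard error 0.19, adjusted p = 5.78e-06) lies below the fold threshold. Of the 11 beta-glucosidase transcripts, 10 passed the threshold, 4 higher and 6 lower in ‘1B’ (also 4 and 6 with RLE size factors and in DESeq2, and 11, 5 higher and 6 lower, by library size only). Those of the KEGG entry K01188 were 3 higher and 3 lower, and those of K05349, the BoGH3B-like gene, 1 higher and 3 lower. None of the 4 gene sums reached the fold threshold in edgeR or DESeq2, though all 4 had an adjusted p under 0.05 in edgeR, and 3 of them had a positive sign. The gene sum of beta-glucosidase 42-like passed as higher in ‘1B’ without a low-count filter, without any 1 of the ‘1B’ libraries and by library size only. Higher transcripts outnumbered lower ones in limma (4 and 2), without ‘1B’ ripe replicate 1 (3 and 2) and with a single ‘RB1’ library (5 and 2 without ‘RB1’ ripe replicate 1, 4 and 2 without 2). At the unripe stage, beta-glucosidase 31-like (TRINITY_DN3009_c0_g1) was lower in ‘1B’, at 0.579 ± 0.220 against 58.3 ± 5.49 CPM (n = 3 each; log2 fold change -6.66, standard error 0.15, adjusted p = 7.54e-19), and its response to ripening differed between the varieties (interaction log2 fold change 7.27, standard error 0.41, adjusted p = 4.09e-16). With ‘RB1’ ripe replicate 3, which had 218 CPM of the beta-glucosidase 41 gene, the log2 fold change was 1.27 (adjusted p = 0.00771), and 9 of 10 tested transcripts passed, 4 higher and 5 lower. From the beta-glucosidase transcripts, the paper proposes that ‘1B’ potentially has a stronger aroma and less sweetness than ‘RB1’, and states that previous flavour profiling of both varieties points the same way.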

Terpenes play major roles in the biosynthesis of papaya aroma [14,18]. The terpene biosynthesis pathways contain multiple terpene synthases to produce the different classes of terpenoids, such as monoterpenoids (C10), sesquiterpenoids (C15), diterpenoids (C20) and triterpenoids (C30) [22]. Among these, monoterpenoids contribute greatly to the flavours and aromas of plants [23]. Previously, linalool, which is a typical monoterpenoid, was found to majorly contribute to papaya flavour [3]. Further essential investigations are required to fully explore the terpenoid biosynthesis pathways in papaya to potentially identify the entire suite of enzymes that produce these volatiles that contribute to preferred papaya flavours and aromas.

There are two biosynthetic pathways involved in terpene biosynthesis: the mevalonate (MVA) pathway (present in the cytosol and mitochondria) and the 1-deoxy-d-xylulose/2-*C*-methyl-d-erythritol-4-phosphate (DOXP/MEP) pathway (present in the chloroplasts) [22]. The difference between the two pathways is quite clear: the MVA pathway generally produces sesquiterpenes and triterpenes, while monoterpenoids and diterpenoids are biosynthesised exclusively via the DOXP/MEP pathway [24,25]. DETs coding for enzymes with functional roles at the very beginning of both pathways have been identified in this study (Figure 6). For example, Acetyl-CoA C-acetyltransferase (ACAT) (K00626; EC:2.3.1.9; two DETs) initiates the MVA pathway by converting the starting material, acetyl-CoA, to acetoacetyl-CoA. Higher expression levels of these two DETs were found in ‘RB1’ compared to ‘1B’. 

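Cytosolic acetyl-CoA acetyltransferase 1-like (TRINITY_DN1293_c0_g1), which joins acetyl-CoA units at the start of the mevalonate pathway, was lower in ripe ‘1B’. Its transcript i9 had 38.1 ± 3.79 CPM in ‘1B’ (SD, n = 3) and 357 ± 26.7 CPM in ‘RB1’ (SD, n = 2; log2 fold change -3.23, standard error 0.14, adjusted p = 0.00561). The transcript of the second gene, acetyl-CoA acetyltransferase 2 (TRINITY_DN5472_c0_g1_i11), had 0.300 ± 0.520 against 2.55 ± 0.246 CPM and did not pass (log2 fold change -3.07, standard error 2.36, adjusted p = 0.428). As gene sums both were lower in ‘1B’, at 78.4 ± 2.79 against 664 ± 13.9 CPM for the first (log2 fold change -3.08, standard error 0.18, adjusted p = 1.14e-16) and 3.68 ± 0.463 against 17.6 ± 0.0385 CPM for the second (log2 fold change -2.25, standard error 0.16, adjusted p = 6.45e-14), and both passed in DESeq2 and by library size only as well. In unripe fruit the first gene was again lower in ‘1B’, at 9.72 ± 0.688 against 136 ± 12.8 CPM (n = 3 each; log2 fold change -3.80, standard error 0.09, adjusted p = 1.88e-18), while the second had 7.61 ± 0.114 against 4.31 ± 0.389 CPM, below the fold threshold, with an interaction of variety and stage (log2 fold change -3.07, adjusted p = 9.23e-16). Over all 6 ripe libraries both gene sums still passed (log2 fold changes -2.65 and -1.92, adjusted p = 0.0171 and 0.0143), with 89.4 and 4.72 CPM in ‘RB1’ ripe replicate 3, and transcript i9, at 40.5 CPM there, did not (log2 fold change -2.91, adjusted p = 0.075).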

Meanwhile, 1-deoxy-d-xylulose-5-phosphate synthase (DXPS) (K01662; EC:2.2.1.7; three DETs) functions in the DOXP/MEP pathway to convert the starting materials pyruvate and glyceraldehyde-3-phosphate to 1-deoxy-d-xylulose 5-phosphate. 

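The 3 transcripts assigned to 1-deoxy-D-xylulose-5-phosphate synthase, the entry enzyme of plastid terpenoid synthesis, differed in direction in ripe fruit. TRINITY_DN6873_c0_g1_i7 was higher in ‘1B’, at 82.6 ± 14.7 CPM (SD, n = 3) against 0.143 ± 0.203 CPM in ‘RB1’ (SD, n = 2), where 11 counts were found in replicate 1 and none in replicate 2 (log2 fold change 8.71, standard error 0.85, adjusted p = 0.0106). TRINITY_DN619_c0_g1_i183 was lower in ‘1B’, at 1.02 ± 0.227 against 10.6 ± 2.27 CPM (log2 fold change -3.39, standard error 0.32, adjusted p = 0.0101). The third, TRINITY_DN619_c0_g1_i101, which Table S3 describes as a cell division cycle 5-like protein, had 7.42 ± 0.945 against 0.614 ± 0.869 CPM and did not pass (log2 fold change 3.72, standard error 1.80, adjusted p = 0.236). Neither gene sum passed: TRINITY_DN6873_c0_g1 had 974 ± 218 against 1612 ± 203 CPM (log2 fold change -0.73, standard error 0.21, adjusted p = 0.00412) and TRINITY_DN619_c0_g1 172 ± 3.13 against 193 ± 14.6 CPM (log2 fold change -0.17, standard error 0.16, adjusted p = 0.392), the latter with a sign that turned by library size only. The sum of TRINITY_DN619_c0_g1 takes in the cell division cycle 5-like transcript and so is not of the synthase alone. In ‘1B’, the first transcript rose from 0 in unripe to 62.1 ± 10.8 CPM in ripe fruit (n = 3 each), at least 2451-fold (adjusted p = 0.000356). ‘RB1’ ripe replicate 3 had 0, 0.842 and 5.37 CPM of the 3 transcripts, and over all 6 libraries only the first passed (adjusted p = 0.0193, 0.107 and 0.697).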

Higher expression levels of DETs encoding this enzyme were found in ‘1B’ than in ‘RB1’, which indicates that it produces more linalool and other monoterpenes than ‘RB1’, corresponding to the previous research in sensory analysis on these two papaya varieties [3]. The gene *VvDXS*, which encodes the enzyme DXPS, is positively related to high concentrations of aroma compounds, including linalool, α-terpineol, nerol and geraniol acid in grape [26,27]. A novel polymorphism site, P1678 (A/G), was identified in the *VvDXS* gene as a functional marker [27]. Further exploration of the nucleic acid variations among papaya homologs is warranted to develop associated function molecular markers.

To explore the expression patterns of DETs between two papaya varieties, eight candidate genes were evaluated through qPCR. Significant differences in expression levels in *cpBGH3B*, *cpPFP*, *cpSUS*, *cpGES* and *cpLIS* were observed between ‘RB1’ and ‘1B’ at the ripe stage, and all of them showed higher expressions in ‘RB1’ in comparison to ‘1B’ papaya fruit. A summary of the corresponding pathways and potential functions of these five candidate genes is presented in Table 2. 

Among these five genes, *cpBGH3B*, *cpPFP* and *cpSUS* encode enzymes that are involved in carbohydrate metabolism. Of these, *cpBGH3B* is predicted to be a beta-glucosidase BoGH3B-like gene involved in the degradation of cellulose to glucose; however, the BoGH3B-like gene has not been enzymatically characterised yet [20]. Meanwhile, ‘RB1’ showed significantly higher expression in *cpBGH3B*, which suggested that more glucose is generated in ‘RB1’ during this enzyme’s activity. Previous research on papaya flavour pointed out that a higher glucose amount results in a less sweet taste in ripe fruit, while ‘RB1’ is sweeter and has lower glucose levels than ‘1B’ [3]. Although the gene expression level of *cpBGH3B* suggested the opposite result, the final glucose level in fruit should be contributed by multiple enzymes’ activities and not defined by single gene expressions. Therefore, it is essential to identify more gene expressions involved in glucose biosynthesis.

The gene *cpPFP* is predicted to be a diphosphate-dependent phosphofructokinase (EC:2.7.1.90), which catalyses reversible interconversion between fructose-6-phosphate and fructose-1,6-bisphosphate [28]. The activity of this enzyme is negatively correlated with the amount of soluble sugar in rice and sugarcane [28,29]. In addition, *cpSUS* is a sucrose synthase in papaya and plays a key role in sucrose biosynthesis. Increased activities of sucrose synthase were found to be associated with the increased sucrose concentrations in strawberry and peach [30]. Although all three of these genes are related to the concentrations of sugar contents in papaya fruit, no clear relationship between these enzymes and the sugar composition of ripe papaya has been proposed and validated. Previous research illustrated that the sucrose concentration will only increase until the activity of sucrose phosphate synthase (SPS) exceeds the activities of sucrose-degrading enzymes [30]. Thus, to further correlate the results from sequence expression analyses with biochemical evaluation, it is important to consider the combined activities of multiple enzymes. Moreover, *cpGES* and *cpLIS* are the two genes encoding volatile synthesis enzymes. *cpGES* is predicted to be a geranyllinalool synthase (EC:4.2.3.144) involved in diterpenoid biosynthesis. It is a precursor to the volatile compound 4,8,12-trimethyl-1,3,7,11-tridecatetraene (TMTT), which is a herbivore-induced volatile and has a floral odour [31,32]. *cpLIS* is predicted to be an S-linalool synthase (EC:4.2.3.25) that initiates monoterpenoid biosynthesis. It is the precursor of (3S)-linalool, which has a floral scent and was identified to be emitted by the rare Brewer’s clarkia flower [33]. It is interesting to find that both genes related to the production of floral scents were more highly expressed in ‘RB1’ than in ‘1B’, while sensory analysis identified a greater floral aroma in ‘1B’ [3].

## 4. Materials and Methods

### 4.1. Plant Materials

Two Australian commercial cultivars, red-fleshed ‘RB1’ and yellow-fleshed ‘1B’, were harvested at ripening stages 1 and 3, based on the previously developed harvest ripening index (Figure 7), from a commercial papaya plantation in Mareeba, Australia (17.0° S, 145.4° E), in June 2021. Three fruits of each variety at each fruit maturity stage were used as biological replicates. A total of 12 fruit samples were treated with Sportak (active ingredient: >25% Prochloraz) to control postharvest disease, stored at 27 °C for one day and then transported in a refrigerated truck to the laboratory at Griffith University, Nathan Campus, Brisbane. Fruit flesh was cut into 5 mm pieces and flash frozen in liquid N_2_, then stored at −80 °C until processed for RNA extraction.

### 4.2. RNA Extraction from ‘RB1’ and ‘1B’

RNA was extracted from papaya flesh using NucleoZOL (Machery-Nagel Inc., Allentown, PA, USA) from approximately 50 mg of fruit flesh per sample according to the manufacturer’s instructions. Total RNA quantity and quality were assessed by a spectrophotometer (Microplate Fluorometer, Thermo Fisher Scientific, Waltham, MA, USA), using light absorbance of RNA at wavelengths of 260 nm (OD_260_) and 280 nm (OD_280_).

### 4.3. Transcriptome Profiling of the ‘RB1’ and ‘1B’ Genomes

#### 4.3.1. De Novo Assembly of the Transcriptome

A total amount of 2 µg of high-quality RNA per sample of ‘RB1’ or ‘1B’ was sequenced using the Illumina NovaSeq (S2 flow cell) platform (Illumina, Inc., San Diego, CA, USA); then, the Illumina bcl2fastq 2.20.0.422 pipeline was used through bcl2fastq Conversion Software (v2.20) to generate the sequence data by the Australian Genome Research Facility (AGRF). Short-read sequences from RNA-Seq were processed on the Queensland Research and Innovation Services (QRIS) Awoonga high-performance computing (HPC) Cluster under a Linux command-line environment, following the methods specified by Best Practices for De Novo Transcriptome Assembly with Trinity [34]. The raw sequence data were then processed to remove adaptors, as well as low-quality bases/reads using bbduk (from BBMap v38.34) followed by Trimmomatic (v0.40) and FastQC (v0.11.9) [35]. Trinity (v2.11.0) was then applied to the clean reads to de novo assemble the full transcriptomes of ‘RB1’ and ‘1B’ [36]. Additional scripts provided with Trinity (v2.11.0) were used to gather transcriptome statistics and calculate the N50 of the 90% most highly expressed transcripts (Ex90N50). The alignment rates of the clean reads when mapped to the de novo transcriptome and the non-GMO ‘Sunset’ genome published by Yue et al. [8] were compared using Bowtie2 (Galaxy Version 2.5.0 + galaxy0). A BLAST homology search was used to determine the coverage of curated and annotated genes from the Swissprot database that were found in each assembly.

#### 4.3.2. Gene and Protein Annotations

Open reading frames (ORFs) were predicted from the assembled transcripts using TransDecoder (v5.5.0) and then annotated against the nucleotide and protein databases at the NCBI (https://www.ncbi.nlm.nih.gov (accessed on 24 June 2022)) using a sequence alignment similarity search (BLAST) [37]. To reduce computation time, the taxonomic groups of the search were limited to flowering plants, fungi, viruses and bacteria. The predicted proteins were further annotated for protein families, motifs and gene ontology using InterProScan (v5.30-69.0) against a collection of databases, including SMART, Pfam, PANTHER, CDD and SFLD [38].

### 4.4. Differential Expression (DE) Analysis

Transcript expression quantitation was performed by Salmon (v1.5.2) to generate a transcript counts matrix. Transcripts that were differentially expressed between ‘RB1’ and ‘1B’ at the ripe stage were analysed by edgeR (the Empirical analysis of Digital Gene Expression in R, version 4.0.2) software and the Bioconductor package DESeq2 [39,40]. The specified thresholds for determining significant differences in transcript expression were a false discovery rate (FDR) < 0.05 and a fold change of 2.82 (|log_2_FC| > 1.5) [41]. Sample-related biases were identified through variance-stabilising transformation of the raw counts of reads using principal component analysis (PCA) and plotted into a between-sample distance matrix. The differentially expressed transcripts between ‘RB1’ versus ‘1B’ at the ripe stage were then used for gene ontology (GO) enrichment analysis using the GO2term R package (version 3.0.4), with a *p*-value ≤ 0.05 set to determine significantly enriched terms [42]. Additionally, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed with KOBAS (version 3.0, http://kobas.cbi.pku.edu.cn/ (accessed on 15 August 2022)). The list of annotated KO (KEGG Orthology) numbers was then submitted to KEGG Mapper (version 5.0, https://www.genome.jp/kegg/mapper/ (accessed on 15 August 2022)) to determine the putative associated functional pathways [15].

### 4.5. Validation of Gene Expression Using Reverse Transcription Quantitative Real-Time PCR (RT-qPCR)

For RT-qPCR analysis, 1 μg of total RNA of each sample extracted at the ripe stage was taken for gDNA elimination and reverse transcription using a PrimeScript™ RT reagent Kit with a gDNA Eraser (Perfect Real Time) (Takara Bio, Kusatsu, Shiga, Japan). cDNA products were diluted to 1:50 in RNAse-free water for gene expression analysis. In addition, 10 μL of the 50× diluted cDNA from each sample was added into a new tube to make a pooled cDNA sample.

A total of eight differentially expressed transcripts (DETs) were selected to validate the expression profiles of the genes of interest (Table S4). Of these DETs, five were annotated to be involved in sugar metabolism pathways (*cpBGLU42*, *cpBGLU31*, *cpBGH3B*, *cpPFP* and *cpSUS*) and three were related to volatile biosynthesis (*cpGES*, *cpLIS* and *cpBAO*). Primers to amplify each target sequence were designed using Primer3web (version 4.0.0) with the following criteria: a melting temperature (T_m_) of 60–65 °C and a PCR amplicon size of 100–200 base pairs (bp), a primer length of 17–25 nucleotides, and a GC content of 45–55%. Furthermore, two reference genes, *EF2* and *GAPDH*, were selected from Zhu et al. (2012) [43] as inter-run calibrators (IRCs). The PCR amplification efficiency (E) of each primer pair was assessed using serially diluted pooled cDNA samples (10^0^, 10^−1^, 10^−2^, 10^−3^ and 10^−4^) and calculated through Bio-Rad CFX manager (version 3.0) software.

RT-qPCR was carried out to verify the expression patterns of candidate genes on a Bio-Rad CFX96 real-time PCR detection system (Bio-Rad laboratories). Each RT-qPCR reaction contained 12.5 μL of 2× SYBR Premix Ex TaqTM II (TIi RNaseH Plus, TaKaRa Bio, Japan), 0.4 μM of each primer and 2 μL of diluted cDNA template. The following cycle was used: an initial step of 95 °C for 30 s (denaturation), followed by 40 cycles of 95 °C for 5 s, 60 °C for 30 s (fluorescence reading), followed by a melt curve analysis at 65–95 °C every 0.5 °C for 10 s. All reactions were carried out in three technical replications.

### 4.6. RT-qPCR Data Analysis

Cq data were exported from the Bio-Rad CFX manager software (version 3.1), and the samples that did not amplify or that produced Cq values under 5 or over 40 cycles were removed. After that, gene expression data were imported into Factor-qPCR software version 2020.0 [44] and normalised to account for between-run variations. The Delta-Delta-Cq (ΔΔCq) algorithm [45] was applied on the normalised Cq values and the geometric mean of the selected reference genes to determine the differential expressions between ripe ‘RB1’ and ‘1B’ samples. A Mann–Whitney test at the 5% level of significance was performed using Microsoft Excel (Microsoft 365, version 2205) to compare the significant expression differences between ‘RB1’ and ‘1B’.

## 5. Conclusions

In this study, whole RNA sequencing followed by de novo transcriptome assembly and differential expression analysis identified distinct and shared sequences associated with flavour in two Australian commercial papaya varieties, ‘RB1’ and ‘1B’. A total of 180,368 transcripts were generated and annotated to 26,089 genes. The analysis of transcriptome sequencing revealed 118 DETs involved in the pathways of carbohydrate metabolism and fatty acid and terpenoid biosynthesis metabolism. Key genes, including *cpBGH3B*, *cpPFP*, *cpSUS*, *cpGES* and *cpLIS*, were more highly expressed in ‘RB1’ than in ‘1B’, resulting in higher sugar accumulation and terpenoid generation in ‘RB1’. This may lead to ‘RB1’ being the preferred tasting variety with a sweet taste and a pleasant aroma, which aligns with the flavour profiling of papaya in a previous study. Additionally, qPCR validated the expression profiles at the ripe stage and highlighted these as potential molecular targets to develop markers for future selective breeding of papaya varieties with preferred flavours.

## Figures and Tables

**Figure 1:**
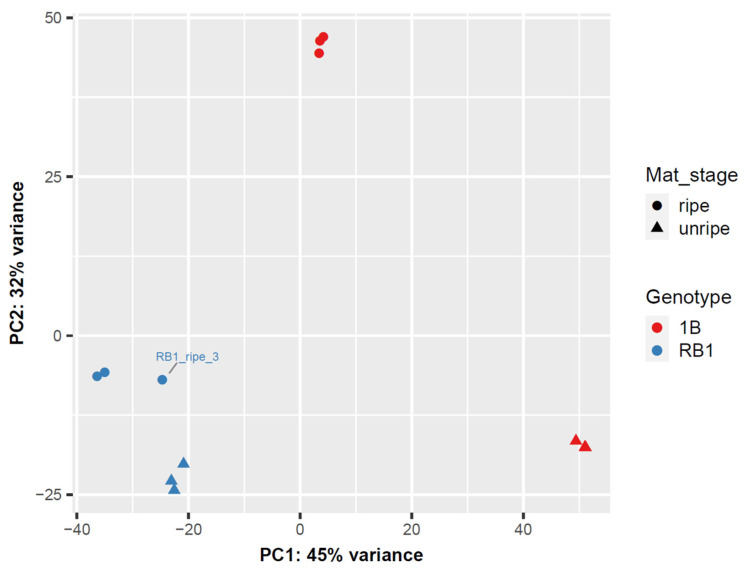
Principal component analysis of the blind variance-stabilised counts. Samples were categorised by genotype (indicated by marker colours; red for 1B and blue for RB1) and maturity stages (indicated by marker shapes; round for ripe and triangle for unripe stages).

**Figure 2:**
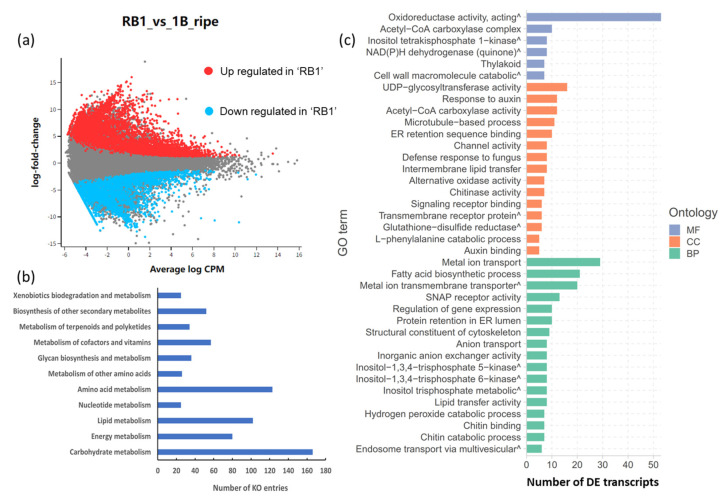
Analysis of DETs between ‘RB1’ and ‘1B’. (**a**) Volcano plot of DETs. (**b**) Classification of the KEGG Ontologies sub-categories involved in papaya metabolism. (**c**) Gene Ontology (GO) enrichment analysis based on DETs expressed between ‘RB1’ and ‘1B’ at ripe stage. BP: biological processes, CC: cell cycle, MF: molecular function (^ indicates that the full term name was shortened; see full names in Table S2).

**Figure 3:**
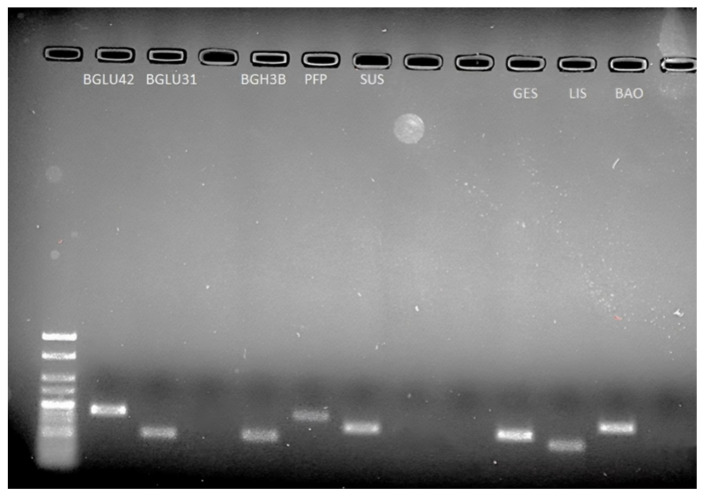
Validation of eight candidate genes in the pooled cDNA of RB1 and 1B by electrophoresis.

**Figure 4:**
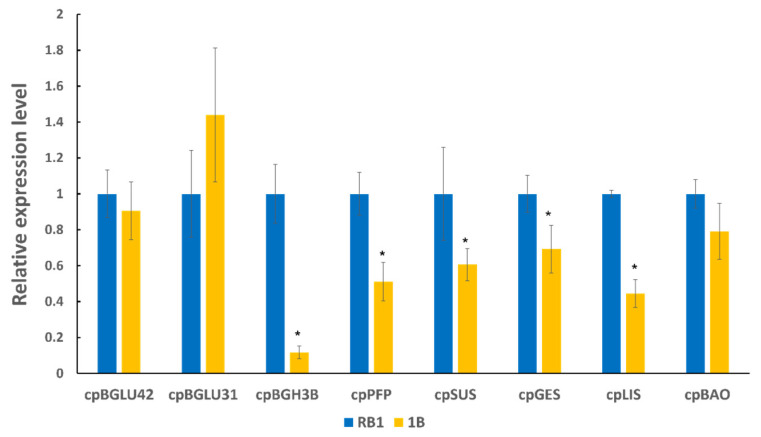
Expression profiles of eight candidate genes determined by qRT-PCR (* indicates significant differences in expression levels between 1B and RB1 based on a pairwise *t*-test at *p* < 0.05).

**Figure 5:**
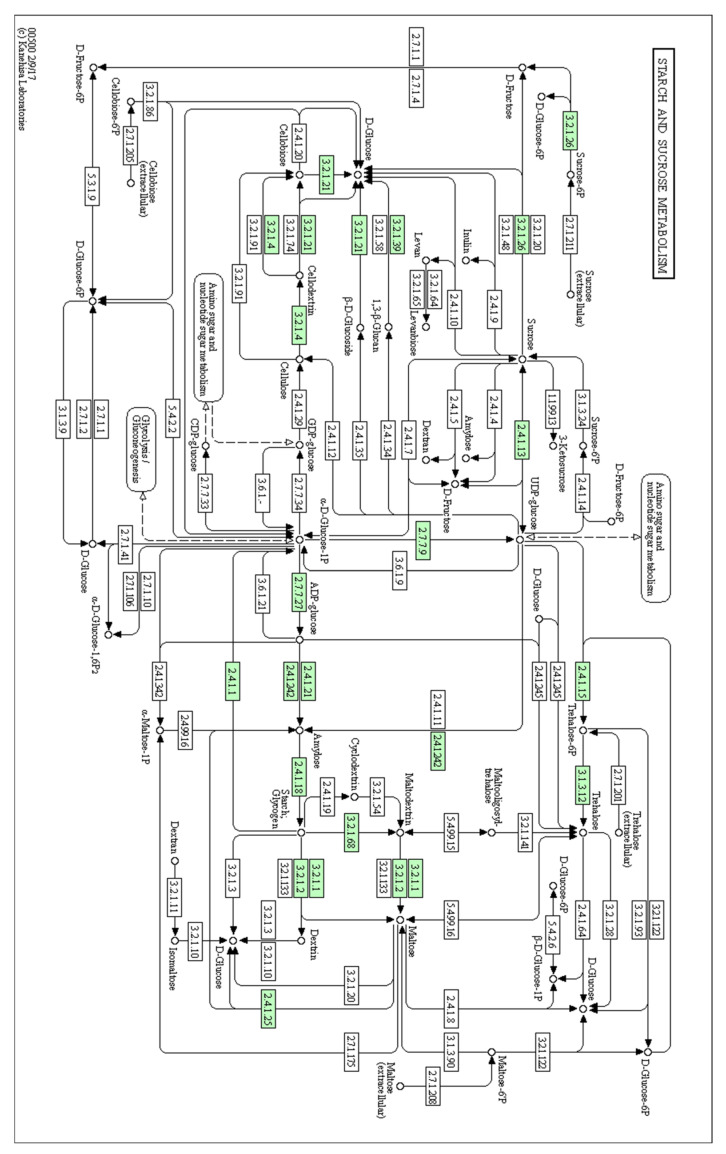
Starch and sucrose metabolism pathway. The papaya DETs encoding enzymes are highlighted in green blocks [21].

**Figure 6:**
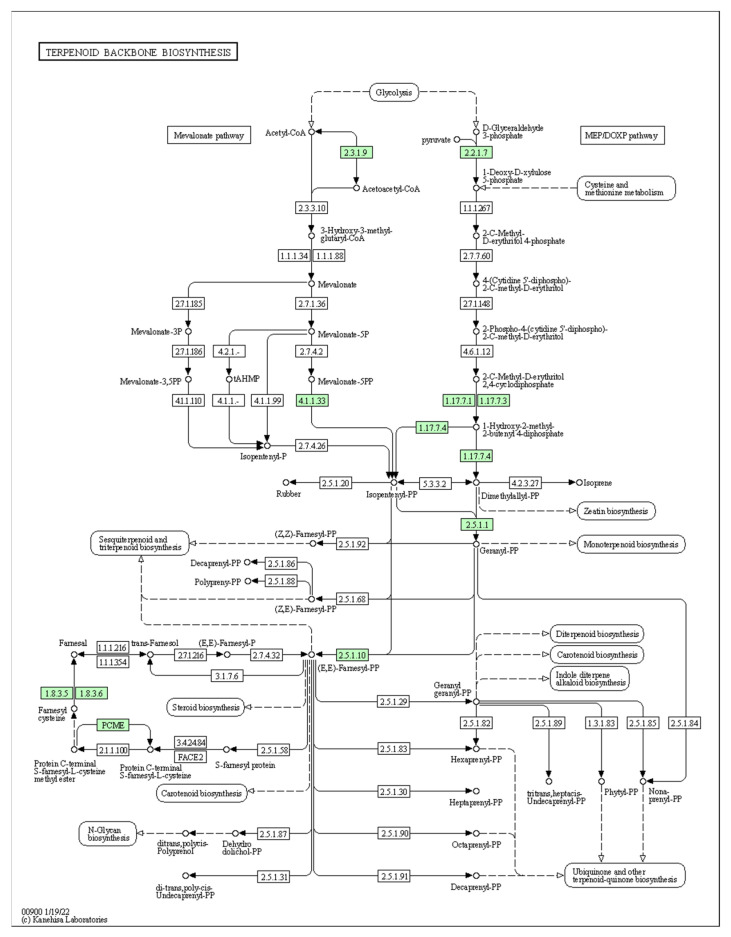
Terpenoid backbone biosynthesis. The papaya DETs encoding enzymes are highlighted in green bricks [21].

**Figure 7:**
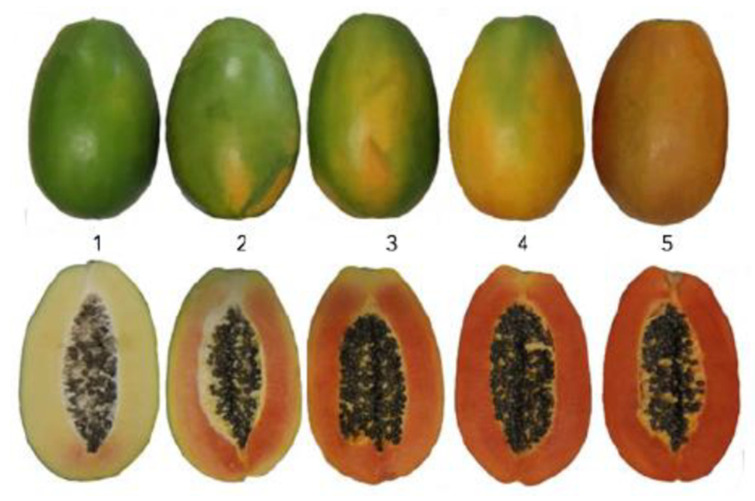
Five fruit maturity and ripening stages [11] (1 = mature green, 2 = 25% colour, 3 = 50% colour, 4 = 75% colour, 5 = fully ripe).

**Table 1:** Transcriptome assembly details of papaya ‘RB1’ and ‘1B’.

Feature	Value
Mean sequence quality (phred score)	36
Total assembled bases (n)	3.67 × 10^8^
Total assembled contigs (n)	180,368
Average contig length (bp)	2033.27
Median contig length (bp)	1345
Longest contig length (bp)	26,587
Contig N50 (bp)	3555
Contig N75 (bp)	2083
Contig Ex90N50 (bp)	2450
Assembly GC content (%)	47.04
Mean alignment rate to de novo assembled genome	98.18%
Mean alignment rate to the non-GMO ‘sunset’ genome	81.17%

**Table 2:** A summary of the five significantly differentially expressed candidate genes.

Candidate Genes	Corresponding Pathway	Potential Functions
*cpBGH3B*	Starch and sucrose metabolism pathway	Involved in the degradation of cellulose to glucose
*cpPFP*	Fructose and mannose metabolism	Catalyses reversible interconversion between fructose-6-phosphate and fructose-1,6-bisphosphate
*cpSUS*	Starch and sucrose metabolism pathway	Catalyses the reversible cleavage of sucrose into fructose
*cpGES*	Diterpenoid biosynthesis pathway	A precursor to the volatile compound TMTT, which has a floral odour
*cpLIS*	Monoterpenoid biosynthesis pathway	A precursor of (3S)-linalool, which has a floral scent

## Data Availability

Assembled RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) database with the accession code GSE213436.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25053046/s1.

## References

[1] Food and Agriculture Organization of the United States (FAO) (2021). FAOSTAT: Food Balances (2010). http://www.fao.org/faostat/en/#data/FBS.

[2] Innovation H. Australian Horticulture Statistics Handbook 2022/23. https://www.horticulture.com.au/growers/help-your-business-grow/research-reports-publications-fact-sheets-and-more/grower-resources/ha18002-assets/australian-horticulture-statistics-handbook/.

[3] Zhou Z., Bar I., Ford R., Smyth H., Kanchana-Udomkan C. (2022). Biochemical, Sensory, and Molecular Evaluation of Flavour and Consumer Acceptability in Australian Papaya (*Carica papaya* L.) Varieties. Int. J. Mol. Sci..

[4] Gomez M., Lajolo F., Cordenunsi B. (2002). Evolution of Soluble Sugars During Ripening of Papaya Fruit and its Relation to Sweet Taste. J. Food Sci..

[5] Patrick J.W., Botha F.C., Birch R.G. (2012). Metabolic engineering of sugars and simple sugar derivatives in plants. Plant Biotechnol. J..

[6] Yamaki S. (2010). Metabolism and Accumulation of Sugars Translocated to Fruit and Their Regulation. J. Jpn. Soc. Hortic. Sci..

[7] Devitt L.C., Sawbridge T., Holton T.A., Mitchelson K., Dietzgen R.G. (2006). Discovery of genes associated with fruit ripening in *Carica papaya* using expressed sequence tags. Plant Sci..

[8] Yue J., VanBuren R., Liu J., Fang J., Zhang X., Liao Z., Wai C.M., Xu X., Chen S., Zhang S. (2022). SunUp and Sunset genomes revealed impact of particle bombardment mediated transformation and domestication history in papaya. Nat. Genet..

[9] Imşek Ö., Dönmez D., Aka Kacar Y. (2017). RNA-Seq Analysis in Fruit Science: A Review. Am. J. Plant Biol. Spec. Issue Plant Mol. Biol. Biotechnol..

[10] Sánchez-Sevilla J.F., Cruz-Rus E., Valpuesta V., Botella M.A., Amaya I. (2014). Deciphering gamma-decalactone biosynthesis in strawberry fruit using a combination of genetic mapping, RNA-Seq and eQTL analyses. BMC Genom..

[11] Kanchana-udomkan C., Nantawan U., Ford R. (2018). New Genetic Targets to Improve Quality in Papaya (PP15000).

[12] Wei F., Wing R.A. (2008). A fruitful outcome to the papaya genome project. Genome Biol..

[13] Gramss G., Rudeschko O. (1998). Activities of oxidoreductase enzymes in tissue extracts and sterile root exudates of three crop plants, and some properties of the peroxidase component. New Phytol..

[14] Pino J.A., Almora K., Marbot R. (2003). Volatile components of papaya (*Carica papaya* L., Maradol variety) fruit. Flavour Fragr. J..

[15] Kanehisa M., Sato Y., Kawashima M. (2021). KEGG mapping tools for uncovering hidden features in biological data. Protein Sci..

[16] Zhou L., Paull R.E. (2001). Sucrose Metabolism during Papaya (*Carica papaya*) Fruit Growth and Ripening. J. Am. Soc. Hortic. Sci..

[17] Singh G., Verma A.K., Kumar V. (2015). Catalytic properties, functional attributes and industrial applications of β-glucosidases. 3 Biotech.

[18] Wijaya C.H., Chen F. (2013). Flavour of Papaya (*Carica papaya* L.) fruit. BIOTROPIA Southeast Asian J. Trop. Biol..

[19] Barleben L., Ma X., Koepke J., Peng G., Michel H., Stöckigt J. (2004). Expression, purification, crystallization and preliminary X-ray analysis of strictosidine glucosidase, an enzyme initiating biosynthetic pathways to a unique diversity of indole alkaloid skeletons. Biochim. Biophys. Acta (BBA) Proteins Proteom..

[20] Larsbrink J., Rogers T.E., Hemsworth G.R., McKee L.S., Tauzin A.S., Spadiut O., Klinter S., Pudlo N.A., Urs K., Koropatkin N.M. (2014). A discrete genetic locus confers xyloglucan metabolism in select human gut Bacteroidetes. Nature.

[21] Kanehisa M., Goto S. (2000). KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res..

[22] Abdallah I.I., Quax W.J. (2017). A Glimpse into the Biosynthesis of Terpenoids. KnE Life Sci..

[23] Loza-Tavera H. (1999). Monoterpenes in Essential Oils: Biosynthesis and Properties. Chemicals via Higher Plant Bioengineering.

[24] Yang D., Du X., Liang X., Han R., Liang Z., Liu Y., Liu F., Zhao J. (2012). Different Roles of the Mevalonate and Methylerythritol Phosphate Pathways in Cell Growth and Tanshinone Production of *Salvia miltiorrhiza* Hairy Roots. PLoS ONE.

[25] Hampel D., Mosandl A., Wüst M. (2005). Biosynthesis of mono- and sesquiterpenes in carrot roots and leaves (*Daucus carota* L.): Metabolic cross talk of cytosolic mevalonate and plastidial methylerythritol phosphate pathways. Phytochemistry.

[26] Battilana J., Emanuelli F., Gambino G., Gribaudo I., Gasperi F., Boss P.K., Grando M.S. (2011). Functional effect of grapevine 1-deoxy-D-xylulose 5-phosphate synthase substitution K284N on Muscat flavour formation. J. Exp. Bot..

[27] Yang X., Guo Y., Zhu J., Shi G., Niu Z., Liu Z., Li K., Guo X. (2017). Associations between the 1-deoxy-D-xylulose-5-phosphate synthase gene and aroma in different grapevine varieties. Genes Genom..

[28] Duan E., Wang Y., Liu L., Zhu J., Zhong M., Zhang H., Li S., Ding B., Zhang X., Guo X. (2016). Pyrophosphate: Fructose-6-phosphate 1-phosphotransferase (PFP) regulates carbon metabolism during grain filling in rice. Plant Cell Rep..

[29] Groenewald J.-H., Botha F.C. (2007). Molecular and kinetic characterisation of sugarcane pyrophosphate: Fructose-6-phosphate 1-phosphotransferase and its possible role in the sucrose accumulation phenotype. Funct. Plant Biol..

[30] Hubbard N.L., Pharr D.M., Huber S.C. (1991). Sucrose phosphate synthase and other sucrose metabolizing enzymes in fruits of various species. Physiol. Plant..

[31] Tholl D., Sohrabi R., Huh J.-H., Lee S. (2011). The biochemistry of homoterpenes—Common constituents of floral and herbivore-induced plant volatile bouquets. Phytochemistry.

[32] Herde M., Gartner K., Kollner T.G., Fode B., Boland W., Gershenzon J., Gatz C., Tholl D. (2008). Identification and Regulation of TPS04/GES, an *Arabidopsis* Geranyllinalool Synthase Catalyzing the First Step in the Formation of the Insect-Induced Volatile C16-Homoterpene TMTT. Plant Cell.

[33] Pichersky E., Lewinsohn E., Croteau R. (1995). Purification and Characterization of S-Linalool Synthase, an Enzyme Involved in the Production of Floral Scent in *Clarkia breweri*. Arch. Biochem. Biophys..

[34] Freedman A., Weeks N. (2020). Best Practices for De Novo Transcriptome Assembly with Trinity.

[35] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A Flexible Trimmer for Illumina Sequence Data. Bioinformatics.

[36] Haas B.J., Papanicolaou A., Yassour M., Grabherr M., Blood P.D., Bowden J., Couger M.B., Eccles D., Li B., Lieber M. (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nat. Protoc..

[37] Camacho C., Coulouris G., Avagyan V., Ma N., Papadopoulos J., Bealer K., Madden T.L. (2009). BLAST+: Architecture and applications. BMC Bioinform..

[38] Jones P., Binns D., Chang H.-Y., Fraser M., Li W., McAnulla C., McWilliam H., Maslen J., Mitchell A., Nuka G. (2014). InterProScan 5: Genome-scale protein function classification. Bioinformatics.

[39] Law C.W., Alhamdoosh M., Su S., Dong X., Tian L., Smyth G.K., Ritchie M.E. (2018). RNA-seq analysis is easy as 1-2-3 with limma, Glimma and edgeR. F1000Research.

[40] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[41] Benjamini Y., Hochberg Y. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J. R. Stat. Soc. Ser. B Methodol..

[42] Yu G., Wang L.-G., Han Y., He Q.-Y. (2012). clusterProfiler: An R Package for Comparing Biological Themes Among Gene Clusters. Omics J. Integr. Biol..

[43] Zhu X., Li X., Chen W., Chen J., Lu W., Chen L., Fu D. (2012). Evaluation of New Reference Genes in Papaya for Accurate Transcript Normalization under Different Experimental Conditions. PLoS ONE.

[44] Ruijter J.M., Villalba A.R., Hellemans J., Untergasser A., Hoff M.J.v.D. (2015). Removal of between-run variation in a multi-plate qPCR experiment. Biomol. Detect. Quantif..

[45] Pfaffl M.W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res..

# Supplementary material for: Identification and Validation of Key Genes Related to Preferred Flavour Profiles in Australian Commercial Papaya (Carica papaya L.)
**Source:** Int J Mol Sci. 2024 Mar 6;25(5):3046. doi: 10.3390/ijms25053046
**Supplement:** Supplementary file 1

Supplementary material

Table S1. RNA samples quality report.

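Table S1 gives, for each of the 12 RNA samples, its concentration, a quality score and the shares of 5S, 18S and 28S ribosomal RNA. Unripe ‘1B’ fruit had less 5S RNA, 6.70 to 8.20%, than ‘RB1’ ripe (17.3 to 22.1%), ‘RB1’ unripe (19.1 to 21.3%) and ‘1B’ ripe fruit (15.6 to 22.1%). The quality score, too, differed between the stages of ‘1B’ and between the varieties at the unripe stage.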

Sample Name	Peak Count	Concentration (ng/μl)	RNA Area	rRNA Area Ratio [28S/18S]	rRNA Height Ratio [28S/18S]	rRNA Fast Area Ratio	RNA Quality Score	5S Area	5S % Total	18S Area	18S % Total	28S Area	28S % Total
RB1 ripe_1	7	69.56	107.81	1.31	1.04	0.22	6.5	18.69	17.30%	15.22	14.10%	19.97	18.50%
RB1 ripe_2	9	53.23	82.71	1.5	1.01	0.23	6.3	16.19	19.60%	10.53	12.70%	15.8	19.10%
RB1 ripe_3	7	37.22	58.02	1.63	1.02	0.21	6.5	12.8	22.10%	7.51	12.90%	12.27	21.10%
RB1 unripe_1	7	23.62	37.81	1.74	1.13	0.21	6.3	8.06	21.30%	3.82	10.10%	6.66	17.60%
RB1 unripe_2	6	23.1	36.3	1.67	1.03	0.2	6.3	7.44	20.50%	3.84	10.60%	6.4	17.60%
RB1 unripe_3	8	33	53.32	1.6	1.06	0.22	6.5	10.17	19.10%	6.81	12.80%	10.92	20.50%
1B ripe_1	8	49.63	75.08	1.3	0.99	0.22	6.1	16.59	22.10%	9.78	13.00%	12.67	16.90%
1B ripe_2	8	53.99	79.91	1.35	1.12	0.21	6.9	12.44	15.60%	12.88	16.10%	17.39	21.80%
1B ripe_3	9	53.41	78.62	1.29	1.14	0.23	6.2	16.09	20.50%	9.76	12.40%	12.54	16.00%
1B unripe_1	16	88.02	138.98	1.65	1.2	0.13	8.2	9.24	6.70%	23.73	17.10%	39.17	28.20%
1B unripe_2	11	102.44	159.51	1.63	1.16	0.17	8.2	11.25	7.10%	31.09	19.50%	50.66	31.80%
1B unripe_3	20	90.81	139.4	1.73	1.16	0.16	7.6	11.43	8.20%	18.69	13.40%	32.27	23.10%

Table S2. Gene Ontology (GO) enrichment analysis based on DE transcripts between ‘RB1’ and ‘1B’ at ripe stage. (MF = molecular function, CC = cell cycle, BP = biological processes).

ID	p-Value	q-Value	Count	Ontology	Term
GO:0016705	0.000761	0.000693	53	MF	oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen
GO:0009317	0.007471	0.006808	10	MF	acetyl-CoA carboxylase complex
GO:0003955	0.004927	0.00449	8	MF	NAD(P)H dehydrogenase (quinone) activity
GO:0047325	0.013537	0.012336	8	MF	inositol tetrakisphosphate 1-kinase activity
GO:0016998	0.000719	0.000655	7	MF	cell wall macromolecule catabolic process
GO:0009579	0.035515	0.032364	7	MF	thylakoid
GO:0008194	0.004223	0.003848	16	CC	UDP-glycosyltransferase activity
GO:0003989	0.004151	0.003782	12	CC	acetyl-CoA carboxylase activity
GO:0009733	0.004927	0.00449	12	CC	response to auxin
GO:0007017	0.031912	0.029081	11	CC	microtubule-based process
GO:0046923	0.00085	0.000775	10	CC	ER retention sequence binding
GO:0120009	0.008117	0.007397	8	CC	intermembrane lipid transfer
GO:0050832	0.010249	0.009339	8	CC	defense response to fungus
GO:0015267	0.030249	0.027565	8	CC	channel activity
GO:0004568	0.000719	0.000655	7	CC	chitinase activity
GO:0009916	0.007471	0.006808	7	CC	alternative oxidase activity
GO:0004362	0.001204	0.001097	6	CC	glutathione-disulfide reductase activity
GO:0004675	0.003794	0.003457	6	CC	transmembrane receptor protein serine/threonine kinase activity
GO:0005102	0.003794	0.003457	6	CC	signaling receptor binding
GO:0010011	0.012643	0.011521	5	CC	auxin binding
GO:0006559	0.041925	0.038205	5	CC	L-phenylalanine catabolic process
GO:0030001	0.00659	0.006005	29	BP	metal ion transport
GO:0006633	0.005694	0.005189	21	BP	fatty acid biosynthetic process
GO:0046873	0.008117	0.007397	20	BP	metal ion transmembrane transporter activity
GO:0005484	0.01888	0.017205	13	BP	SNAP receptor activity
GO:0006621	0.00085	0.000775	10	BP	protein retention in ER lumen
GO:0010468	0.031912	0.029081	10	BP	regulation of gene expression

GO:0005200	0.021821	0.019885	9	BP	structural constituent of cytoskeleton
GO:0120013	0.008117	0.007397	8	BP	lipid transfer activity
GO:0032957	0.013537	0.012336	8	BP	inositol trisphosphate metabolic process
GO:0052725	0.013537	0.012336	8	BP	inositol-1,3,4-trisphosphate 6-kinase activity
GO:0052726	0.013537	0.012336	8	BP	inositol-1,3,4-trisphosphate 5-kinase activity
GO:0005452	0.031912	0.029081	8	BP	inorganic anion exchanger activity
GO:0006820	0.031912	0.029081	8	BP	anion transport
GO:0006032	0.000719	0.000655	7	BP	chitin catabolic process
GO:0008061	0.00085	0.000775	7	BP	chitin binding
GO:0042744	0.031912	0.029081	7	BP	hydrogen peroxide catabolic process
GO:0032509	0.011469	0.010451	6	BP	endosome transport via multivesicular body sorting pathway

Table S3. The differentially expressed transcripts between ‘RB1’ and ‘1B’ at ripe stage which are related to sugar and volatile metabolism pathways.

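Table S3 pairs 118 transcripts with a KEGG entry, a pathway and the papaya sequence they match, and gives no expression values. Some transcripts of the list differed in direction from another isoform of their gene or from its sum. Isoforms of alpha-glucan phosphorylase H (TRINITY_DN1426_c0_g1) had log2 fold changes of -6.46 (i21) and 1.58 (i22) in ripe ‘1B’ (n = 3) relative to ‘RB1’ (n = 2), both past the threshold, and i23, with no count in ‘1B’, was at least 425-fold lower. Long chain acyl-CoA synthetase 4-like (TRINITY_DN6343_c0_g1) had a log2 fold change of 5.22 (standard error 0.64, adjusted p = 0.0149) for i9 and -0.28 (adjusted p = 0.149) for its gene sum. These transcripts were chosen after their values were seen. With ‘RB1’ ripe replicate 3, where i21 had 33.9 CPM, i22 40.3, i23 0 and the synthetase transcript 1.55, i21 (adjusted p = 0.00738) and the synthetase transcript (adjusted p = 0.0105) still passed, i22 (adjusted p = 0.199) did not, and i23 was not tested.

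**Figure D3:**
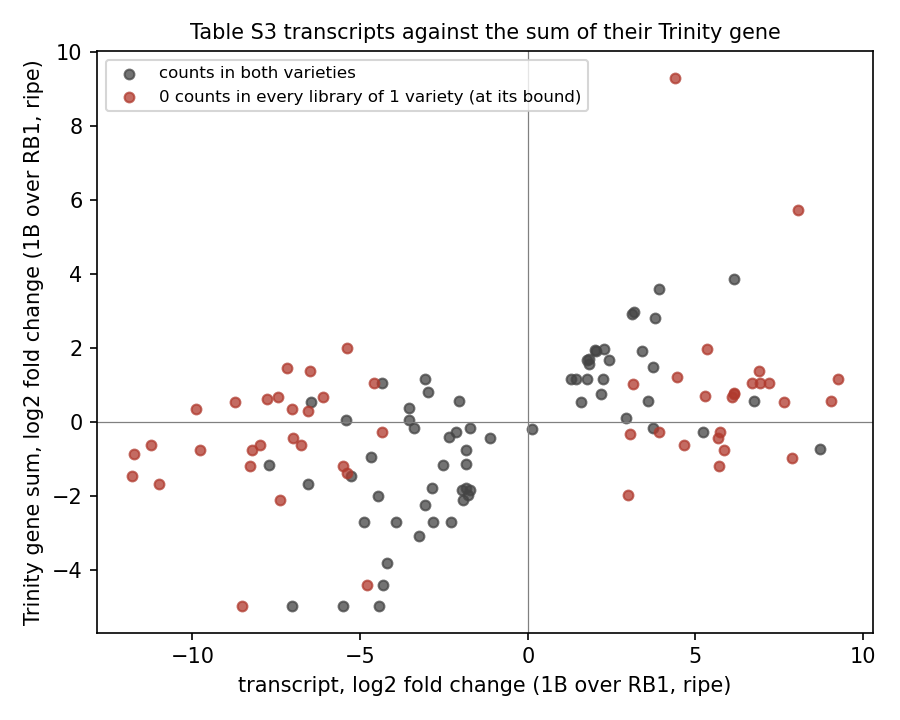
Log2 fold change of each tested Table S3 transcript (horizontal) against that of the sum of its Trinity gene (vertical), ‘1B’ over ‘RB1’ in ripe fruit, with transcripts at 0 counts in every fitted ripe library of 1 variety drawn in red at their bound. The libraries meant in the legend are these ripe ones, without ‘RB1’ ripe replicate 3, and some red transcripts had counts in unripe fruit of that variety. Long chain acyl-CoA synthetase 4-like i9 sits at 5.22 on the horizontal and -0.28 on the vertical axis.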

TrinityID	KO Number	Function	Accession	Description
TRINITY_DN1530_c0_g1_i45	K00232	Fatty acid biosynthesis	XM_02204273<br>0.1	PREDICTED: Carica papaya transcription factor VOZ2-like (LOC110815073), transcript variant X2, mRNA
TRINITY_DN1530_c0_g1_i96	K00233	Fatty acid biosynthesis	XM_02204273<br>0.1	PREDICTED: Carica papaya transcription factor VOZ2-like (LOC110815073), transcript variant X2, mRNA
TRINITY_DN578_c0_g1_i67	K01962	Fatty acid biosynthesis	XM_02204163<br>9.1	PREDICTED: Carica papaya acetyl-coenzyme A carboxylase carboxyl transferase subunit alpha, chloroplastic (LOC110814239), mRNA
TRINITY_DN10296_c0_g1_i1	K02160	Fatty acid biosynthesis	XM_02203523<br>1.1	PREDICTED: Carica papaya biotin carboxyl carrier protein of acetyl-CoA carboxylase 1, chloroplastic (LOC110809409), mRNA
TRINITY_DN1177_c0_g1_i49	K00963	Starch and sucrose metabolism	XM_02203234<br>4.1	PREDICTED: Carica papaya UTP--glucose-1-phosphate uridylyltransferase (LOC110807265), mRNA
TRINITY_DN1177_c0_g1_i55	K00963	Starch and sucrose metabolism	XM_02203234<br>4.1	PREDICTED: Carica papaya UTP--glucose-1-phosphate uridylyltransferase (LOC110807265), mRNA
TRINITY_DN12097_c0_g1_i12	K01597	Terpenoid backbone biosynthesis	XM_02203214<br>7.1	PREDICTED: Carica papaya diphosphomevalonate decarboxylase MVD2, peroxisomal (LOC110807119), mRNA
TRINITY_DN1228_c0_g1_i9	K00927	Glycolysis / Gluconeogenesis	XM_02203337<br>5.1	PREDICTED: Carica papaya leucine--tRNA ligase, chloroplastic/mitochondrial (LOC110808039), mRNA

TRINITY_DN1264_c0_g1_i17	K03526	Terpenoid backbone biosynthesis	XM_022031320.1	PREDICTED: Carica papaya 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase (ferredoxin), chloroplastic (LOC110806447), transcript variant X1, mRNA
TRINITY_DN1273_c2_g1_i3	K01193	Starch and sucrose metabolism	XM_022036773.1	PREDICTED: Carica papaya beta-fructofuranosidase, insoluble isoenzyme 1 (LOC110810577), mRNA
TRINITY_DN1273_c2_g1_i4	K01193	Starch and sucrose metabolism	XM_022036773.1	PREDICTED: Carica papaya beta-fructofuranosidase, insoluble isoenzyme 1 (LOC110810577), mRNA
TRINITY_DN1285_c2_g1_i5	K15633	Glycolysis / Gluconeogenesis	XM_022051093.1	PREDICTED: Carica papaya 2,3-bisphosphoglycerate-independent phosphoglycerate mutase (LOC110821299), mRNA
TRINITY_DN1285_c2_g1_i7	K15633	Glycolysis / Gluconeogenesis	XM_022051093.1	PREDICTED: Carica papaya 2,3-bisphosphoglycerate-independent phosphoglycerate mutase (LOC110821299), mRNA
TRINITY_DN1288_c0_g1_i14	K00873	Glycolysis / Gluconeogenesis	XM_022053864.1	PREDICTED: Carica papaya plastidial pyruvate kinase 2 (LOC110823474), transcript variant X2, mRNA
TRINITY_DN1293_c0_g1_i9	K00626	Terpenoid backbone biosynthesis	XM_022031434.1	PREDICTED: Carica papaya acetyl-CoA acetyltransferase, cytosolic 1-like (LOC110806540), mRNA
TRINITY_DN1403_c0_g1_i1	K00128	Glycolysis / Gluconeogenesis	XM_022035172.1	PREDICTED: Carica papaya aldehyde dehydrogenase family 2 member B4, mitochondrial (LOC110809363), mRNA
TRINITY_DN1426_c0_g1_i21	K00688	Starch and sucrose metabolism	XM_022036038.1	PREDICTED: Carica papaya alpha-glucan phosphorylase, H isozyme (LOC110810011), mRNA
TRINITY_DN1426_c0_g1_i22	K00688	Starch and sucrose metabolism	XM_022036038.1	PREDICTED: Carica papaya alpha-glucan phosphorylase, H isozyme (LOC110810011), mRNA
TRINITY_DN1426_c0_g1_i23	K00688	Starch and sucrose metabolism	XM_022036038.1	PREDICTED: Carica papaya alpha-glucan phosphorylase, H isozyme (LOC110810011), mRNA
TRINITY_DN1426_c0_g1_i3	K00688	Starch and sucrose metabolism	XM_022036038.1	PREDICTED: Carica papaya alpha-glucan phosphorylase, H isozyme (LOC110810011), mRNA
TRINITY_DN150_c2_g1_i107	K01188	Starch and sucrose metabolism	XM_022039087.1	PREDICTED: Carica papaya putative beta-glucosidase 41 (LOC110812332), transcript variant X1, mRNA

TRINITY_DN150_c2_g1_i38	K01188	Starch and sucrose metabolism	XM_02203908<br>8.1	PREDICTED: Carica papaya putative beta-glucosidase 41 (LOC110812332), transcript variant X2, mRNA
TRINITY_DN150_c2_g1_i42	K01188	Starch and sucrose metabolism	XM_02203908<br>8.1	PREDICTED: Carica papaya putative beta-glucosidase 41 (LOC110812332), transcript variant X2, mRNA
TRINITY_DN150_c2_g1_i89	K01188	Starch and sucrose metabolism	XM_02203908<br>8.1	PREDICTED: Carica papaya putative beta-glucosidase 41 (LOC110812332), transcript variant X2, mRNA
TRINITY_DN150_c2_g1_i90	K01188	Starch and sucrose metabolism	XM_02203908<br>8.1	PREDICTED: Carica papaya putative beta-glucosidase 41 (LOC110812332), transcript variant X2, mRNA
TRINITY_DN15218_c0_g1_i5	K01006	Glycolysis / Gluconeogenesis	XM_02204925<br>6.1	PREDICTED: Carica papaya pyruvate, phosphate dikinase, chloroplastic (LOC110819914), mRNA
TRINITY_DN1652_c0_g1_i13	K00700	Starch and sucrose metabolism	XM_02205275<br>5.1	PREDICTED: Carica papaya 1,4-alpha-glucan-branching enzyme 2-2, chloroplastic/amyloplastic-like (LOC110822613), mRNA
TRINITY_DN17_c0_g1_i23	K00627	Glycolysis / Gluconeogenesis	XM_02203658<br>0.1	PREDICTED: Carica papaya dihydrolipoyllysine-residue acetyltransferase component 2 of pyruvate dehydrogenase complex, mitochondrial-like (LOC110810411), transcript variant X1, mRNA
TRINITY_DN17_c0_g1_i29	K00627	Glycolysis / Gluconeogenesis	XM_02203658<br>0.1	PREDICTED: Carica papaya dihydrolipoyllysine-residue acetyltransferase component 2 of pyruvate dehydrogenase complex, mitochondrial-like (LOC110810411), transcript variant X1, mRNA
TRINITY_DN17_c0_g1_i30	K00627	Glycolysis / Gluconeogenesis	XM_02203658<br>0.1	PREDICTED: Carica papaya dihydrolipoyllysine-residue acetyltransferase component 2 of pyruvate dehydrogenase complex, mitochondrial-like (LOC110810411), transcript variant X1, mRNA
TRINITY_DN1767_c0_g1_i27	K15889	Terpenoid backbone biosynthesis	XM_02203231<br>3.1	PREDICTED: Carica papaya isoprenylcysteine alpha-carbonyl methylesterase ICME (LOC110807238), mRNA
TRINITY_DN1817_c0_g1_i26	K07513	Fatty acid biosynthesis	XM_02204127<br>6.1	PREDICTED: Carica papaya 3-ketoacyl-CoA thiolase 2, peroxisomal (LOC110813975), mRNA
TRINITY_DN1831_c0_g1_i1	K01897	Fatty acid biosynthesis	XM_02204103<br>9.1	PREDICTED: Carica papaya long chain acyl-CoA synthetase 2 (LOC110813779), mRNA

TRINITY_DN1831_c0_g1_i28	K01897	Fatty acid biosynthesis	XM_02204103<br>9.1	PREDICTED: Carica papaya long chain acyl-CoA synthetase 2 (LOC110813779), mRNA
TRINITY_DN1847_c0_g1_i9	K01087	Starch and sucrose metabolism	XM_02204622<br>3.1	PREDICTED: Carica papaya probable trehalose-phosphate phosphatase F (LOC110817605), transcript variant X1, mRNA
TRINITY_DN1848_c0_g1_i1	K18857	Glycolysis / Gluconeogenesis	XM_02204291<br>7.1	PREDICTED: Carica papaya alcohol dehydrogenase class-P (LOC110815235), mRNA
TRINITY_DN1920_c0_g1_i12	K00128	Glycolysis / Gluconeogenesis	XM_02204016<br>7.1	PREDICTED: Carica papaya aldehyde dehydrogenase family 2 member B7, mitochondrial (LOC110813141), transcript variant X2, mRNA
TRINITY_DN1920_c0_g1_i15	K00128	Glycolysis / Gluconeogenesis	XM_02204016<br>7.1	PREDICTED: Carica papaya aldehyde dehydrogenase family 2 member B7, mitochondrial (LOC110813141), transcript variant X2, mRNA
TRINITY_DN1920_c0_g1_i16	K00128	Glycolysis / Gluconeogenesis	XM_02204016<br>5.1	PREDICTED: Carica papaya aldehyde dehydrogenase family 2 member B7, mitochondrial (LOC110813141), transcript variant X1, mRNA
TRINITY_DN1920_c0_g1_i9	K00128	Glycolysis / Gluconeogenesis	XM_02204016<br>7.1	PREDICTED: Carica papaya aldehyde dehydrogenase family 2 member B7, mitochondrial (LOC110813141), transcript variant X2, mRNA
TRINITY_DN1938_c0_g1_i2	K01188	Starch and sucrose metabolism	XM_02203800<br>6.1	PREDICTED: Carica papaya beta-glucosidase 42-like (LOC110811486), mRNA
TRINITY_DN2089_c0_g2_i6	K01834	Glycolysis / Gluconeogenesis	XM_02204040<br>3.1	PREDICTED: Carica papaya 2,3-bisphosphoglycerate-dependent phosphoglycerate mutase (LOC110813320), mRNA
TRINITY_DN2092_c0_g1_i38	K00695	Starch and sucrose metabolism	XM_02203234<br>0.1	PREDICTED: Carica papaya sucrose synthase 5 (LOC110807262), mRNA
TRINITY_DN2093_c0_g1_i2	K03527	Terpenoid backbone biosynthesis	XM_02204106<br>4.1	PREDICTED: Carica papaya 4-hydroxy-3-methylbut-2-enyl diphosphate reductase, chloroplastic (LOC110813807), mRNA
TRINITY_DN2110_c2_g1_i1	K00128	Glycolysis / Gluconeogenesis	XM_02204073<br>7.1	PREDICTED: Carica papaya aldehyde dehydrogenase family 3 member H1 (LOC110813549), mRNA
TRINITY_DN221_c1_g2_i13	K01792	Glycolysis / Gluconeogenesis	XM_02205232<br>4.1	PREDICTED: Carica papaya putative glucose-6-phosphate 1-epimerase (LOC110822259), transcript variant X2, mRNA

TRINITY_DN221_c1_g2_i7	K01792	Glycolysis / Gluconeogenesis	XM_02205232<br>2.1	PREDICTED: Carica papaya pentatricopeptide repeat-containing protein At5g66520 (LOC110822258), mRNA
TRINITY_DN2388_c0_g1_i1	K01179	Starch and sucrose metabolism	XM_02204888<br>6.1	PREDICTED: Carica papaya endoglucanase 25-like (LOC110819632), transcript variant X1, mRNA
TRINITY_DN2406_c1_g1_i8	K10527	Fatty acid biosynthesis	XM_02204920<br>0.1	PREDICTED: Carica papaya glyoxysomal fatty acid beta-oxidation multifunctional protein MFP-a (LOC110819879), mRNA
TRINITY_DN2423_c0_g2_i31	K14066	Terpenoid backbone biosynthesis	XM_02204898<br>6.1	PREDICTED: Carica papaya solanesyl diphosphate synthase 3, chloroplastic/mitochondrial-like (LOC110819699), transcript variant X1, mRNA
TRINITY_DN2555_c0_g1_i16	K01087	Starch and sucrose metabolism	XM_02204497<br>1.1	PREDICTED: Carica papaya probable trehalose-phosphate phosphatase D (LOC110816680), mRNA
TRINITY_DN260_c0_g1_i5	K00705	Starch and sucrose metabolism	XM_02203175<br>8.1	PREDICTED: Carica papaya 4-alpha-glucanotransferase DPE1, chloroplastic/amyloplastic (LOC110806815), mRNA
TRINITY_DN260_c0_g1_i63	K00705	Starch and sucrose metabolism	XM_02203175<br>8.1	PREDICTED: Carica papaya 4-alpha-glucanotransferase DPE1, chloroplastic/amyloplastic (LOC110806815), mRNA
TRINITY_DN260_c0_g1_i98	K00705	Starch and sucrose metabolism	XM_02203175<br>8.1	PREDICTED: Carica papaya 4-alpha-glucanotransferase DPE1, chloroplastic/amyloplastic (LOC110806815), mRNA
TRINITY_DN2620_c0_g1_i44	K17982	Diterpenoid biosynthesis	XM_02204657<br>8.1	PREDICTED: Carica papaya (E,E)-geranylinalool synthase-like (LOC110817861), mRNA
TRINITY_DN2620_c0_g1_i57	K22049	Monoterpenoid biosynthesis	XM_02204916<br>5.1	PREDICTED: Carica papaya S-linalool synthase-like (LOC110819841), partial mRNA
TRINITY_DN2802_c0_g1_i49	K00895	Glycolysis / Gluconeogenesis	XM_02203927<br>7.1	PREDICTED: Carica papaya pyrophosphate--fructose 6-phosphate 1-phosphotransferase subunit beta (LOC110812486), mRNA
TRINITY_DN3009_c0_g1_i2	K01188	Starch and sucrose metabolism	XM_02205323<br>0.1	PREDICTED: Carica papaya beta-glucosidase 31-like (LOC110822982), mRNA
TRINITY_DN3108_c0_g1_i2	K05349	Starch and sucrose metabolism	XM_02203692<br>9.1	PREDICTED: Carica papaya beta-glucosidase BoGH3B-like (LOC110810687), mRNA
TRINITY_DN3108_c0_g1_i3	K05349	Starch and sucrose metabolism	XM_02203692<br>9.1	PREDICTED: Carica papaya beta-glucosidase BoGH3B-like (LOC110810687), mRNA

TRINITY_DN3108_c0_g1_i7	K05349	Starch and sucrose metabolism	XM_02203692 9.1	PREDICTED: Carica papaya beta-glucosidase BoGH3B-like (LOC110810687), mRNA
TRINITY_DN3108_c0_g1_i8	K05349	Starch and sucrose metabolism	XM_02203692 9.1	PREDICTED: Carica papaya beta-glucosidase BoGH3B-like (LOC110810687), mRNA
TRINITY_DN31090_c0_g1_i1	K00128	Glycolysis / Gluconeogenesis	XM_02205264 8.1	PREDICTED: Carica papaya aldehyde dehydrogenase family 3 member F1 (LOC110822516), mRNA
TRINITY_DN3366_c0_g1_i1	K00002	Glycolysis / Gluconeogenesis	XM_02204555 6.1	PREDICTED: Carica papaya NADPH-dependent aldo-keto reductase, chloroplastic-like (LOC110817140), mRNA
TRINITY_DN3457_c0_g1_i1	K01193	Starch and sucrose metabolism	XM_02205395 5.1	PREDICTED: Carica papaya acid beta-fructofuranosidase 1, vacuolar-like (LOC110823556), mRNA
TRINITY_DN3457_c0_g1_i2	K01193	Starch and sucrose metabolism	XM_02205395 5.1	PREDICTED: Carica papaya acid beta-fructofuranosidase 1, vacuolar-like (LOC110823556), mRNA
TRINITY_DN3547_c0_g1_i101	K01805	Fructose and mannose metabolism	XM_02203746 4.1	PREDICTED: Carica papaya xylose isomerase (LOC110811088), transcript variant X5, mRNA
TRINITY_DN3547_c0_g1_i129	K01805	Fructose and mannose metabolism	XM_02203746 0.1	PREDICTED: Carica papaya xylose isomerase (LOC110811088), transcript variant X1, mRNA
TRINITY_DN3547_c0_g1_i28	K01805	Fructose and mannose metabolism	XM_02203746 9.1	PREDICTED: Carica papaya xylose isomerase (LOC110811088), transcript variant X9, mRNA
TRINITY_DN4138_c2_g1_i5	K16055	Starch and sucrose metabolism	XM_02204889 7.1	PREDICTED: Carica papaya alpha,alpha-trehalose-phosphate synthase [UDP-forming] 1-like (LOC110819639), transcript variant X1, mRNA
TRINITY_DN4424_c0_g1_i18	K01179	Starch and sucrose metabolism	XM_02204296 4.1	PREDICTED: Carica papaya glycolipid transfer protein 3 (LOC110815264), mRNA
TRINITY_DN4424_c0_g1_i5	K01179	Starch and sucrose metabolism	XM_02204296 4.1	PREDICTED: Carica papaya glycolipid transfer protein 3 (LOC110815264), mRNA
TRINITY_DN451_c0_g1_i129	K01785	Glycolysis / Gluconeogenesis	XM_02205363 0.1	PREDICTED: Carica papaya aldose 1-epimerase (LOC110823266), mRNA
TRINITY_DN4654_c1_g1_i1	K19355	Fructose and mannose metabolism	XM_02205240 3.1	PREDICTED: Carica papaya mannan endo-1,4-beta-mannosidase 7 (LOC110822316), mRNA
TRINITY_DN4683_c0_g1_i2	K05906	Terpenoid backbone biosynthesis	XM_02204482 5.1	PREDICTED: Carica papaya farnesylcysteine lyase (LOC110816574), partial mRNA

TRINITY_DN4930_c0_g1_i18	K00927	Glycolysis / Gluconeogenesis	XM_022041620.1	PREDICTED: Carica papaya phosphoglycerate kinase-like (LOC110814219), transcript variant X6, mRNA
TRINITY_DN5002_c0_g1_i10	K18660	Fatty acid biosynthesis	XM_022056584.1	PREDICTED: Carica papaya malonate--CoA ligase-like (LOC110826011), mRNA
TRINITY_DN5108_c1_g1_i1	K01962	Fatty acid biosynthesis	XM_022048755.1	PREDICTED: Carica papaya acetyl-coenzyme A carboxylase carboxyl transferase subunit alpha, chloroplastic-like (LOC110819518), transcript variant X2, mRNA
TRINITY_DN5108_c1_g1_i2	K01962	Fatty acid biosynthesis	XM_022048754.1	PREDICTED: Carica papaya acetyl-coenzyme A carboxylase carboxyl transferase subunit alpha, chloroplastic-like (LOC110819518), transcript variant X1, mRNA
TRINITY_DN5126_c0_g1_i17	K01176	Starch and sucrose metabolism	XM_022052879.1	PREDICTED: Carica papaya alpha-amylase 3, chloroplastic (LOC110822706), mRNA
TRINITY_DN5126_c0_g1_i33	K01176	Starch and sucrose metabolism	XM_022052879.1	PREDICTED: Carica papaya alpha-amylase 3, chloroplastic (LOC110822706), mRNA
TRINITY_DN5126_c0_g1_i54	K01176	Starch and sucrose metabolism	XM_022052879.1	PREDICTED: Carica papaya alpha-amylase 3, chloroplastic (LOC110822706), mRNA
TRINITY_DN5126_c0_g1_i74	K01176	Starch and sucrose metabolism	XM_022052879.1	PREDICTED: Carica papaya alpha-amylase 3, chloroplastic (LOC110822706), mRNA
TRINITY_DN5126_c0_g1_i77	K01176	Starch and sucrose metabolism	XM_022052879.1	PREDICTED: Carica papaya alpha-amylase 3, chloroplastic (LOC110822706), mRNA
TRINITY_DN5471_c0_g1_i16	K00873	Glycolysis / Gluconeogenesis	XM_022036686.1	PREDICTED: Carica papaya pyruvate kinase isozyme A, chloroplastic-like (LOC110810485), mRNA
TRINITY_DN5472_c0_g1_i11	K00626	Terpenoid backbone biosynthesis	XM_022046537.1	PREDICTED: Carica papaya probable acetyl-CoA acetyltransferase, cytosolic 2 (LOC110817825), transcript variant X2, mRNA
TRINITY_DN5599_c0_g1_i146	K01214	Starch and sucrose metabolism	XM_022044938.1	PREDICTED: Carica papaya isoamylase 3, chloroplastic (LOC110816655), transcript variant X3, mRNA
TRINITY_DN578_c0_g1_i20	K01962	Fatty acid biosynthesis	XM_022041639.1	PREDICTED: Carica papaya acetyl-coenzyme A carboxylase carboxyl transferase subunit alpha, chloroplastic (LOC110814239), mRNA
TRINITY_DN5853_c0_g2_i2	K13679	Starch and sucrose metabolism	XM_022044776.1	PREDICTED: Carica papaya granule-bound starch synthase 1, chloroplastic/amyloplastic (LOC110816544), mRNA

TRINITY_DN6052_c0_g1_i13	K01177	Starch and sucrose metabolism	XM_02204862 8.1	PREDICTED: Carica papaya beta-amylase 7 (LOC110819443), transcript variant X1, mRNA
TRINITY_DN6052_c0_g1_i15	K01177	Starch and sucrose metabolism	XM_02204862 8.1	PREDICTED: Carica papaya beta-amylase 7 (LOC110819443), transcript variant X1, mRNA
TRINITY_DN6052_c0_g1_i9	K01177	Starch and sucrose metabolism	XM_02204862 8.1	PREDICTED: Carica papaya beta-amylase 7 (LOC110819443), transcript variant X1, mRNA
TRINITY_DN6161_c0_g1_i2	K00873	Glycolysis / Gluconeogenesis	XM_02205247 4.1	PREDICTED: Carica papaya pyruvate kinase isozyme G, chloroplastic (LOC110822371), transcript variant X2, mRNA
TRINITY_DN619_c0_g1_i101	K01662	Terpenoid backbone biosynthesis	XM_02205654 0.1	PREDICTED: Carica papaya cell division cycle 5-like protein (LOC110825983), mRNA
TRINITY_DN619_c0_g1_i183	K01662	Terpenoid backbone biosynthesis	XM_02203781 9.1	PREDICTED: Carica papaya probable 1-deoxy-D-xylulose-5-phosphate synthase, chloroplastic (LOC110811343), mRNA
TRINITY_DN6343_c0_g1_i9	K01897	Fatty acid biosynthesis	XM_02203912 6.1	PREDICTED: Carica papaya long chain acyl-CoA synthetase 4-like (LOC110812363), mRNA
TRINITY_DN638_c1_g1_i14	K03921	Fatty acid biosynthesis	XM_02204291 6.1	PREDICTED: Carica papaya stearyl-[acyl-carrier-protein] 9-desaturase 6, chloroplastic-like (LOC110815234), mRNA
TRINITY_DN6534_c0_g3_i28	K00850	Glycolysis / Gluconeogenesis	XM_02205206 3.1	PREDICTED: Carica papaya ATP-dependent 6-phosphofructokinase 6-like (LOC110822059), mRNA
TRINITY_DN6873_c0_g1_i7	K01662	Terpenoid backbone biosynthesis	XM_02204173 7.1	PREDICTED: Carica papaya probable 1-deoxy-D-xylulose-5-phosphate synthase 2, chloroplastic (LOC110814317), partial mRNA
TRINITY_DN6957_c0_g1_i6	K01610	Glycolysis / Gluconeogenesis	XM_02203478 5.1	PREDICTED: Carica papaya phosphoenolpyruvate carboxykinase (ATP)-like (LOC110809076), mRNA
TRINITY_DN6957_c0_g1_i75	K01610	Glycolysis / Gluconeogenesis	XM_02203478 5.1	PREDICTED: Carica papaya phosphoenolpyruvate carboxykinase (ATP)-like (LOC110809076), mRNA
TRINITY_DN7033_c0_g1_i4	K00975	Starch and sucrose metabolism	XM_02204184 0.1	PREDICTED: Carica papaya glucose-1-phosphate adenylyltransferase large subunit, chloroplastic/amyloplastic-like (LOC110814392), mRNA

TRINITY_DN7518_c0_g1_i2	K01074	Fatty acid biosynthesis	XM_02203795 2.1	PREDICTED: Carica papaya palmitoyl-protein thioesterase 1-like (LOC110811440), mRNA
TRINITY_DN7525_c0_g1_i5	K10703	Fatty acid biosynthesis	XM_02204187 5.1	PREDICTED: Carica papaya very-long-chain (3R)-3-hydroxyacyl-CoA dehydratase PASTICCINO 2B-like (LOC110814409), mRNA
TRINITY_DN7525_c0_g1_i76	K10703	Fatty acid biosynthesis	XM_02204187 2.1	PREDICTED: Carica papaya guanosine nucleotide diphosphate dissociation inhibitor At5g09550 (LOC110814407), mRNA
TRINITY_DN775_c0_g1_i1	K00695	Starch and sucrose metabolism	XM_02204268 5.1	PREDICTED: Carica papaya sucrose synthase 2 (LOC110815045), mRNA
TRINITY_DN775_c0_g2_i11	K00695	Starch and sucrose metabolism	XM_02203348 5.1	PREDICTED: Carica papaya sucrose synthase 3-like (LOC110808116), mRNA
TRINITY_DN775_c0_g2_i2	K00695	Starch and sucrose metabolism	XM_02203348 5.1	PREDICTED: Carica papaya sucrose synthase 3-like (LOC110808116), mRNA
TRINITY_DN775_c0_g2_i7	K00695	Starch and sucrose metabolism	XM_02203348 5.1	PREDICTED: Carica papaya sucrose synthase 3-like (LOC110808116), mRNA
TRINITY_DN775_c0_g3_i2	K00695	Starch and sucrose metabolism	XM_02203867 0.1	PREDICTED: Carica papaya sucrose synthase (LOC110812012), mRNA
TRINITY_DN7757_c0_g1_i8	K00873	Glycolysis / Gluconeogenesis	XM_02205294 5.1	PREDICTED: Carica papaya pyruvate kinase 1, cytosolic-like (LOC110822754), mRNA
TRINITY_DN807_c0_g1_i8	K01623	Glycolysis / Gluconeogenesis	XM_02203547 9.1	PREDICTED: Carica papaya fructose-bisphosphate aldolase 6, cytosolic (LOC110809598), mRNA
TRINITY_DN81_c0_g1_i1	K01568	Glycolysis / Gluconeogenesis	XM_02205192 8.1	PREDICTED: Carica papaya pyruvate decarboxylase 1 (LOC110821947), mRNA
TRINITY_DN893_c2_g1_i31	K00703	Starch and sucrose metabolism	XM_02204900 0.1	PREDICTED: Carica papaya probable starch synthase 4, chloroplastic/amyloplastic (LOC110819709), transcript variant X1, mRNA
TRINITY_DN9474_c0_g1_i12	K00162	Glycolysis / Gluconeogenesis	XM_02205327 5.1	PREDICTED: Carica papaya pyruvate dehydrogenase E1 component subunit beta, mitochondrial (LOC110823011), transcript variant X7, mRNA
TRINITY_DN970_c0_g1_i2	K00787	Terpenoid backbone biosynthesis	XM_02204664 8.1	PREDICTED: Carica papaya farnesyl pyrophosphate synthase 1 (LOC110817926), mRNA

TRINITY_DN9787_c0_g1_i1	K19891	Starch and sucrose metabolism	XM_022054221.1	PREDICTED: Carica papaya glucan endo-1,3-beta-glucosidase 3 (LOC110823757), mRNA
TRINITY_DN4842_c0_g1_i1	K19861	Benzenoid and benzoic acid biosynthesis	XM_022055614.1	PREDICTED: Carica papaya benzyl alcohol O-benzoyltransferase-like (LOC110825152), mRNA

Table S4. Primers used for qRT-PCR in ‘RB1’ and ‘1B’ papaya varieties

Gene ID	Accession	Primer Sequence (5'→3')	Primer Tm (°C)	Expected Size (bp)
<i>EF2</i>	JQ678771	F: CTTTGCCTTCGGTCGTGTCTTC<br>R: CACTGTCTCCTGCTTCTTTCCC	82	154
<i>GAPDH</i>	JQ678772	F: CTTTGTTGGTGACAGCAGG<br>R: GGACAGAGGCAATGTACC	80	149
<i>cpBGLU42</i>	XM_022038006.1	F: TCCTTGCAATGCCCAACAACCTC<br>R: ACTGCCACATCACCATTGCTTC	62	183
<i>cpBGLU31</i>	XM_022053230.1	F: CCCGGTGGAAAATTAAGCAAAGG<br>R: ACCTTTATACTCCTCCTCGAGAACC	62	150
<i>cpBGH3B</i>	XM_022036929.1	F: TCCTGTCAATACCCTCCCAATCTG<br>R: GCTGGAATGGAAAGAAGATGCAC	61	123
<i>cpPFP</i>	XM_022039277.1	F: TCAAGGGCAGCACATTGTATGG<br>R: AACCACCCTGATTCTGTATGGG	62	111
<i>cpSUS</i>	XM_022038670.1	F: ATGAAGGCAGCAGCTTGATCAG<br>R: TTCCGACATTTGCCACTTGCC	61	106
<i>cpGES</i>	XM_022046578.1	F: TGTTTGAAGGGTGAAGCAACGC<br>R: TTCAAAGCCATGGAAGCAGCAG	61	179
<i>cpLIS</i>	XM_022049165.1	F: AACCGCGCAGTTATACAAGGAC<br>R: CGCCAAACATAAGATCCGTTGC	61	188
<i>cpBAO</i>	XM_022055614.1	F: AACTGCGTGTCTATGGCGTTG<br>R: AGCAACAGCAAAAGCGAACC	62	151

How the deposited data were processed for this re-analysis (not part of the article)

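RNA-Seq libraries of fruit flesh from 2 papaya varieties, ‘RB1’ and ‘1B’, at an unripe and a ripe stage were used, with 3 fruits per variety and stage, 12 libraries in all. The expected counts were made by the authors, who trimmed the reads with bbduk from BBMap, Trimmomatic 0.40 and FastQC 0.11.9, assembled 1 transcriptome of both varieties with Trinity 2.11.0, without a genome, and estimated counts per transcript with Salmon 1.5.2, and they are not normalized as deposited. The signal values are transcripts per unit of total abundance (TPM) from the same Salmon run, which the authors scaled by TMM factors across the 12 libraries before deposit, as the table's own name and its unequal column sums show. The deposited table has 180368 transcripts under 75259 Trinity genes, and identifiers without the isoform suffix define the gene.

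Expected counts were rounded to whole numbers, or summed over the isoforms of a Trinity gene first. Total counts per library ran from 10949060 (‘RB1’ ripe replicate 2) to 60099964 (‘1B’ ripe replicate 2), and 3 counts are 0.274 and 0.0499 CPM there. Groups were compared in edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM scaling, estimateDisp, and the quasi-likelihood fit and test, with p adjusted by Benjamini and Hochberg over all tested transcripts. The thresholds were an adjusted p under 0.05 and an absolute log2 fold change above 1.5. Standard errors are the log2 fold change divided by the root of the F statistic. The comparisons were ‘1B’ against ‘RB1’ in ripe fruit (5 libraries, without ‘RB1’ ripe replicate 3, as in the paper, and all 6) and in unripe fruit, ripe against unripe fruit in each variety, and the interaction of variety and stage (11 libraries). Principal components were computed on the 500 most variable transcripts after DESeq2 1.42.0's blind variance-stabilising transformation. The same steps were tested on simulated data with the means, depths and dispersions of the real libraries and 200 changed features.

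Gene names and groups come from Table S3 of the paper, which lists 118 transcripts and gives no values. The text names every Table S3 transcript, and the gene sum, of the 8 genes measured by RT-qPCR and of sucrose synthase, invertase, beta-glucosidase, ACAT and DXPS. It also names, for ripe fruit, the 5 Table S3 transcripts in each direction with the largest change among those past the threshold with levels that did not overlap (the same rule was set for every comparison, and its transcripts in the others are named only in part), and per comparison 2 of any name in each direction with a mean of at least 1 CPM. Any other gene is said to be chosen after its values were seen. Groups were the pathways of Table S3 and the enzymes sucrose synthase, invertase, beta-glucosidase, ACAT, DXPS, alpha-glucan phosphorylase, alpha-amylase, beta-amylase, aldehyde dehydrogenase, pyruvate kinase and acetyl-CoA carboxylase.

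Alternatives were ‘RB1’ ripe replicate 3 kept, a fit shared by all groups, no low-count filter or at least 1 CPM in at least 2 libraries, DESeq2, the edgeR exact test with and without the filter, RLE size factors, library size only, limma 3.58.1 on the log2 TMM-scaled TPM plus 1 or 0.1, glmTreat, no fold threshold, a scaling to a median log2 fold change of 0, a replicate block, gene sums, and each library left out in turn. For the principal components they were all filtered transcripts, the 5000 most variable, log2 CPM with a prior count of 2, gene sums, and the libraries without ‘RB1’ ripe replicate 3. Tables and lists were read with Python 3.11.15. RT-qPCR values, the assembled sequences and their annotation were not analysed here, since they were not among the tables at hand, and the GO enrichment of Table S2 and the KEGG classes were not recomputed, since no table gives the terms of each transcript.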

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

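Tests chosen only after the result was seen were those of an exchange of labels of ‘RB1’ ripe replicate 3 and of admixed ‘1B’ RNA as a mixture, and all 3 tests of the share of DETs higher in ‘1B’.

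Plastidial pyruvate kinase 2 (TRINITY_DN1288_c0_g1), of glycolysis, fell in ‘RB1’ from 261 ± 11.2 to 38.4 ± 1.33 CPM (SD, n = 3 and 2; log2 fold change -2.76, adjusted p = 2.17e-16) and rose in ‘1B’ from 31.6 ± 1.34 to 98.8 ± 16.1 CPM (n = 3 each; log2 fold change 1.64, adjusted p = 3.59e-09) as a gene sum. Alcohol dehydrogenase class-P (TRINITY_DN1848_c0_g1), which turns aldehydes into alcohols, fell in ‘1B’ from 67.1 ± 4.70 to 2.57 ± 0.832 CPM (log2 fold change -4.71, adjusted p = 5.01e-12). Both differed between the varieties in their response to ripening, with interactions of 4.45 (standard error 0.18, adjusted p = 1.02e-19) and -3.81 (standard error 0.26, adjusted p = 4.35e-14). These genes were chosen after their values were seen, and ‘RB1’ ripe replicate 3, left out of the fits, had 279.9 and 2.72 CPM of them. The interaction passed the threshold for 9255 transcripts (4875 positive, 4380 negative) and for 46 of the 118 Table S3 transcripts (23 each way), and with ‘RB1’ ripe replicate 3 for 4300 (1373 positive, 2927 negative) and 20 (8 and 12). The balance was not stable. Leaving out any 1 library but ‘RB1’ ripe replicate 1 (5957 and 3877) gave more negative than positive ones, from 2777 and 4305 (without ‘1B’ ripe replicate 2) to 4000 and 4754 (without ‘RB1’ unripe replicate 1), as did no low-count filter (2616 and 4066) and a replicate block (2415 and 3382). In DESeq2 positive ones were more frequent (9808 and 7825). It is a difference between the varieties in the same contrast, tested directly.

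The paper reports no list for unripe fruit or for ripening within a variety, and these comparisons held a signal. Between unripe fruits of the varieties 7808 transcripts passed, between stages 3389 in ‘RB1’ and 13292 in ‘1B’. Leaving out ‘RB1’ ripe replicate 2 or ‘RB1’ unripe replicate 1, 2 or 3 left 1874, 1114, 652 and 1373 of the ‘RB1’ count, and with ‘RB1’ ripe replicate 3 edgeR called 0 (5199 at an unadjusted p under 0.05; without it, DESeq2 called 9851 and limma 2058). RNA quality scores set unripe ‘1B’ fruit (7.6 to 8.2) apart from the other groups (6.1 to 6.9), so the stages of ‘1B’ and the unripe varieties also differ in RNA quality, which cannot be separated from them. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and only 1 of the 10, the real one, reached the real count in each case: 7808 against 0 at most in the other splits (unripe), 13292 against 0 (ripening in ‘1B’), 6637 against 0 (all 6 ripe libraries) and 48 against 0 for Table S3 transcripts in unripe fruit, all in edgeR. At an unadjusted p under 0.05 the other splits reached 963, 713 and 2454 transcripts for unripe fruit, ripening in ‘1B’ and ripe fruit, against 18667, 28148 and 17477 in the real ones. Every other split puts libraries of both real groups together, so the difference between these widens the spread within a group. Few calls were therefore likely there in advance, and the splits cannot decide how many calls chance alone would give.

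‘RB1’ ripe replicate 3 stood near the unripe ‘RB1’ libraries. An exchange of labels with one of these is argued against, since each of them correlated better with the other unripe ‘RB1’ libraries than with ‘RB1’ ripe replicates 1 and 2, by at least 0.139 (mean Spearman over 11505 Trinity genes), and an additional unripe fruit under a ripe label is argued against by the mean Spearman of 0.958 of replicate 3 with the unripe libraries, where replicates elsewhere reached at least 0.989. Admixed ‘1B’ RNA is argued against as the whole of it: a mixture lies between its parts, and 10.6% of 5067 Trinity genes past the threshold between the ‘RB1’ stages lay over 2-fold outside the range of ‘RB1’ ripe replicates 1 and 2 and the ‘1B’ libraries, against at most 3.67% for any of those libraries judged by the rest. The unripe ‘RB1’ libraries had 11.5 to 12.1% outside that range. Each of these explanations was tested alone, so an unripe fruit with some admixed ‘1B’ RNA stays open. A small admixture stays open, since 14.7% of the transcripts otherwise found in ‘1B’ alone had a count in replicate 3, at 5.72% of their level in ripe ‘1B’, and 5.79 to 11.0% had one in the other ‘RB1’ libraries judged in the same way, at 1.32 to 4.01%. A fruit that had ripened less than the other 2 stays open as a biological explanation and was not tested. The values go both ways. On the line between the ‘RB1’ stages replicate 3 had the place 0.153, from 0 (unripe) to 1 (ripe). Its mean Spearman with ‘RB1’ ripe replicates 1 and 2 was 0.841, however, below the 0.852 of the unripe ‘RB1’ libraries.

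For 53.2% of the DETs in ripe fruit (17.4% with no fold threshold on the gene sum) the gene sum did not pass the threshold. Unequal depth is argued against, since the share was 55.5% after all ripe libraries were thinned to the shallowest. Forms of a transcript that belong to 1 variety and were assembled separately stay open, as 62.1% of these DETs that could be tested had the same sign in unripe fruit, which falls between the bounds set for and against. The division of reads between isoforms by Salmon stays open too, as the share was 41.2% between the stages of ‘1B’, where no variety differs. A switch of isoforms between the varieties is a biological explanation that was not tested.

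More DETs were higher than lower in ripe ‘1B’, 56.5% of them. Depth is argued against by 56.2% in thinned libraries. Scaling stays open: the share was 55.9% under RLE size factors and 61.7% by library size only, but the median log2 fold change stayed above 0 under both (0.44 and 0.64), and scaled to a median of 0, which in part fixes the outcome, it was 42.7% (44.7% of gene sums). Unequal numbers of libraries stay open, since with 2 libraries against 2 the share was at most 38.32% (37.0, 34.9 and 38.32% without ‘1B’ ripe replicates 1, 2 and 3) and with 3 against 3 it was 55.4%. Without ‘RB1’ ripe replicate 1 or 2 it was 83.8 and 68.6%, in fits with a single ‘RB1’ library whose spread comes from ‘1B’ alone. A difference between the varieties themselves was not tested apart from these.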

How the results depend on the processing

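No test was chosen only after the result was seen except DESeq2 with no fold threshold, DESeq2 with ‘RB1’ ripe replicate 3, DESeq2 and the exact test in a fit of all groups, thinned counts, gene sums by library size only and a scaling to a median log2 fold change of 0; the other tests and alternatives were set before the data were examined. Of the counts and shares, 124 values under alternatives stayed close to the reported one (within 1.5 times for counts) and 71 were labelled as moved. The latter include every principal component share under an alternative, however close, such as 67.4% beside 67.1%. Of the named transcripts and gene sums, 904 kept direction and side of the threshold, 136 fell below it, 29 rose above it and 11 reversed. The cause was not tested except where fewer libraries or features enter by construction. In ripe fruit the 14453 DETs became 6637 with ‘RB1’ ripe replicate 3 (11507 in DESeq2 with it), 6144 with no low-count filter, 3837 and 21929 in limma (pseudocounts 1 and 0.1), 6724 with glmTreat, 5749 in the shared fit with a replicate block, 27884 in DESeq2 with no fold threshold and 0 with a replicate block in edgeR (13817 at an unadjusted p under 0.05; 20701 in DESeq2 without the block). Leaving out 1 library gave 2330 (without ‘1B’ ripe replicate 1) to 15003, with 7377 and 4854 without ‘1B’ ripe replicates 2 and 3. Scaled to a median log2 fold change of 0 the number was 16032, with 42.7% higher in ‘1B’, and 9560 Trinity genes passed, with 44.7% higher. Replicate numbers are not a pairing in the paper: correlations of same-number libraries were -0.0646 to 0.0652 over 18 pairs, and 6 of 12 libraries matched their own number best. In the ripe and the ‘RB1’ stage comparisons the block took up nearly all the freedom that 5 libraries leave for estimating spread. The counts of 0 with the block there therefore say little, and the shared fit with it kept 5749 DETs in ripe fruit. Trinity genes (10145) became 4405 with replicate 3 and 6323 (without ‘RB1’ ripe replicate 1) to 10191 with 1 library left out. Unripe DETs (7808) became 2145 in limma, 1925 with the block and 3625 as gene sums. ‘RB1’ ripening (3389) became 0 with replicate 3 (5199 unadjusted), 0 with the block (6188 unadjusted), 1558 with no filter, 9851 in DESeq2, 2058 in limma and 652 to 2818 with 1 library left out, where ‘RB1’ ripe replicate 2 gave 1874 and ‘RB1’ unripe replicates 1 to 3 gave 1114, 652 and 1373. ‘1B’ ripening (13292) became 2729 in limma, 3892 with the block and 7492 as gene sums, and the interaction (9255) 4300 with replicate 3, 17633 in DESeq2 and 5797 with the block. Table S3 transcripts in ripe fruit (99) became 48 with replicate 3, 42 in limma, 63 with glmTreat, 30 as gene sums, 0 with the block (96 adjusted over the list alone) and 35 (without ‘1B’ ripe replicate 1) to 79; in unripe fruit (48) 19 in limma, 13 with the block and 22 as gene sums. Carbohydrate transcripts lower in ‘1B’ (42) became 23 with replicate 3, 26 with no filter, 12 in limma, 20 with glmTreat, 0 with the block and 14 to 34 with 1 library left out, with 16, 18 and 14 without ‘RB1’ ripe replicate 1, ‘RB1’ ripe replicate 2 and ‘1B’ ripe replicate 1; fatty acid and terpenoid ones (11) 3 with replicate 3, 7 with no filter, 7 in limma, 0 with the block and 6 (without ‘RB1’ ripe replicate 1 or ‘1B’ ripe replicate 1) to 11. The first component (67.1%) held 25.2% over all filtered transcripts, 40.1% over 5000, 69.2% in log2 CPM, 41.3% over gene sums and 67.4% without ‘RB1’ ripe replicate 3, and the second (17.1%) 18.3, 19.0, 14.4, 36.8 and 18.9%. The place of replicate 3 (0.153) was 0.169 in log2 CPM and 0.0986 for gene sums. Transcripts of 1 variety only (2136 for ‘1B’, ‘RB1’ ripe replicate 3 left aside, and 988 for ‘RB1’) were 1106 and 324 at a minimum of 50 counts, and DETs whose gene sum did not pass (7691) or passed in the opposite direction (375) were 2514 and 2064 with no fold threshold on the gene. Reversed were the benzoyltransferase transcript (0.13; -0.31 with replicate 3, -0.25 in DESeq2 with it, -0.35 scaled to a median of 0, -0.16 without ‘RB1’ ripe replicate 2 to 0.46 without ‘RB1’ ripe replicate 1) and its gene sum (-0.42 to 0.0880 with 1 library left out, the latter without ‘RB1’ ripe replicate 1; 0.103 by library size only), the sucrose synthase 2 transcript (-0.38 with replicate 3, -0.33 in DESeq2 with it) and gene sum (-0.22), the cpPFP gene sum (-0.19 with replicate 3) and the TRINITY_DN619_c0_g1 gene sum (0.106 by library size only). In simulated ripe libraries the quasi-likelihood test recovered 0% of 67 transcripts changed by a log2 of 2, 0% of 67 at 3 and 10.6% of 66 at 5. It made 0 false among 7 calls over 88526 transcripts. The exact test recovered 57.6% at 5, with 287 false of 338, and DESeq2 72.7%, with 660 false of 744. Gene sums recovered 98.5%, with 12 false of 184 over 34437 genes. Only 200 features were changed there, by a log2 of 5 at most. In the real ripe fruit 14453 transcripts passed, with a median absolute log2 fold change of 7.09. The simulated shares are therefore not the recovery or error rates of the reported fits.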

Differences from the paper's values

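No test in this part was chosen only after the result was seen except DESeq2 with no fold threshold, gene sums by library size only and the scaling to a median log2 fold change of 0. The paper's number of DETs in ripe fruit is 27545, and 14453 were found at its stated thresholds. Of the alternatives set before the data were examined, DESeq2 (20701), the exact test (19692) and limma with a pseudocount of 0.1 (21929) do not differ from the paper's value by more than 1.5 times, and each of the others does: replicate 3 kept, the shared fit with and without a replicate block, the block alone, no filter, the CPM filter, the exact test with no filter, RLE size factors, library size only, limma with a pseudocount of 1, glmTreat, no fold threshold in edgeR and each library left out. DESeq2 with no fold threshold, chosen after seeing the values, gave 27884 (15105 higher and 12779 lower in ‘1B’), within 1.5 times of the paper's values in each direction, at another threshold than the paper's; it leaves out 8 of the paper's 118 transcripts. The paper's number lower in ‘1B’ is 15880 and 6283 were found, and each alternative set before the data were examined differs as well. The paper gives 32% for the second component, which it assigns to maturity stage, and 17.1% was found. Only gene sums came within 1.5 times of it, with 36.8%, but their second component is another one. It lay mostly between the varieties (82.7%, against 13.4% between the stages), while the stages lay on the first, with 41.3%. The paper's clean reads are 3.67 in units of 1e+08, and the counts add up to 5.86 in the same unit; the paper does not say whether reads or pairs are meant, and its Table 1 gives the same number for assembled bases, so a difference in unit is not excluded, and no alternative applies. Of the paper's fatty acid and terpenoid transcripts 17 are lower in ‘1B’, and 11 were found; DESeq2 (13), the exact test (13) and the exact test with no filter (12) do not differ, and each other alternative set before the data were examined does.

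The paper has more DETs higher in ‘RB1’ than in ‘1B’; here 8170 were higher and 6283 lower in ‘1B’, and lower ones were more frequent without ‘1B’ ripe replicate 1, 2 or 3 (863 and 1467, 2571 and 4806, 1860 and 2994) and when scaled to a median log2 fold change of 0 (6849 and 9183), while with a single ‘RB1’ library (without ‘RB1’ ripe replicate 1 or 2) the numbers were 12576 and 2427, and 7008 and 3203. The paper describes beta-glucosidase DETs as higher in ‘1B’ on the whole; of the 11 tested, 4 were higher and 6 lower, while 3 of the 4 gene sums had a positive sign and none passed. The gene sum of cpBGLU42 passed as higher with no filter, without any 1 of the ‘1B’ libraries and by library size only. More beta-glucosidase transcripts were higher than lower in limma (4 and 2), without ‘1B’ ripe replicate 1 (3 and 2) and without ‘RB1’ ripe replicate 1 (5 and 2) or 2 (4 and 2). The paper names both acetyl-CoA acetyltransferase transcripts as higher in ‘RB1’; 1 of them passed, and both gene sums were lower in ‘1B’. The paper describes DXPS as higher in ‘1B’. In the counts 1 transcript was higher and 1 lower, and no gene sum passed. The sum of TRINITY_DN619_c0_g1 is not of DXPS alone, as it takes in a transcript described as a cell division cycle 5-like protein. The paper states that its RT-qPCR genes other than cpBGLU31 were higher in ‘RB1’ and that the RNA-Seq data went the same way. In the counts the cpGES and cpPFP transcripts were at least 51.4-fold and 22.0-fold higher in ‘1B’. They are minor isoforms, at 1.95 to 3.41 and 0.833 to 1.30 CPM in ripe ‘1B’. Their Trinity genes had 144 to 270 and 258 to 303 CPM there (scaled over all 12 libraries). The gene sum that cpGES shares with cpLIS had a log2 fold change of -0.44 (-1.49 with ‘RB1’ ripe replicate 3), below the fold threshold. The gene sums of cpPFP and cpBGLU42 had 1.22 and 1.45. That of cpPFP passed as higher by library size only, and turned to -0.19 with ‘RB1’ ripe replicate 3. The cpLIS (-1.12) and cpBAO (0.13) transcripts did not pass. That of cpLIS passed as lower in ‘1B’ without ‘1B’ ripe replicate 3 (-1.82). Which isoforms the RT-qPCR amplified was not tested. The cpSUS gene sum (-1.85), the cpBGLU42 transcript and 3 of the 4 cpBGH3B transcripts were lower in ‘1B’, as in the paper.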

Other observations

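No test in this part was chosen only after the result was seen except the comparison of signs between ripe and unripe fruit, which the plan held for part of the DETs only. Of the 26 gene sums of starch and sucrose metabolism in Table S3, 13 passed the test of the interaction of variety and stage, 5 positive and 8 negative, and 13 did not. The 3 named here were chosen after their values were seen. Granule-bound starch synthase 1 (TRINITY_DN5853_c0_g2), which makes amylose, was lower in ripe ‘1B’ (8.34 ± 1.47 against 53.7 ± 11.8 CPM, SD, n = 3 and 2; adjusted p = 8.92e-16) and higher in unripe ‘1B’ (23.4 ± 0.968 against 2.76 ± 0.615 CPM, n = 3 each; adjusted p = 1.25e-15), with an interaction of -5.85 (standard error 0.20, adjusted p = 1.92e-21); over all 6 ripe libraries it did not pass (adjusted p = 0.12). The starch-degrading enzyme 4-alpha-glucanotransferase DPE1 (TRINITY_DN260_c0_g1) fell in ‘1B’ from 70.4 ± 3.69 to 6.05 ± 1.15 CPM (adjusted p = 3.15e-12), with an interaction of -3.17 (adjusted p = 9.06e-17). Trehalose-phosphate phosphatase D (TRINITY_DN2555_c0_g1), which makes trehalose, rose in ‘1B’ from 0.998 ± 0.104 to 27.4 ± 3.27 CPM (adjusted p = 5.23e-13), with an interaction of 3.40 (adjusted p = 8.18e-16).

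Transcripts that Table S3 does not list had the largest changes, though it lists other isoforms of TRINITY_DN638_c1_g1 and TRINITY_DN1264_c0_g1. In unripe fruit TRINITY_DN6396_c0_g1_i1 took 4.22 ± 0.231% of the counts of ‘1B’ (SD, n = 3; 7037640 counts) and 1 count in ‘RB1’, a ratio of 7911790 with a 95% counting interval of 1420010 to 312499000; ripe ‘1B’ fruits had 414, 530.0 and 274 counts, ‘RB1’ ripe replicates 1 and 2 had 0 and replicate 3 had 153. Other transcripts found in 1 of the unripe groups alone (SD, n = 3) were TRINITY_DN7691_c0_g1_i10 1588 ± 215 CPM (at least 82315-fold) in ‘1B’ and TRINITY_DN3_c0_g1_i12 2425 ± 485 CPM (at least 116697-fold) and TRINITY_DN3_c0_g1_i9 486 ± 18.9 CPM (at least 22352-fold) in ‘RB1’. With ripening in ‘RB1’ (n = 2 ripe, 3 unripe), TRINITY_DN4104_c0_g1_i28 75.0 ± 12.6 CPM (at least 3278-fold) and TRINITY_DN67_c0_g1_i11 49.5 ± 9.36 CPM (at least 2179-fold) were found in ripe fruit alone and TRINITY_DN638_c1_g1_i11 1195 ± 147 CPM (at least 23051-fold) and TRINITY_DN1264_c0_g1_i33 53.8 ± 27.2 CPM (at least 904-fold) in unripe fruit alone; ‘RB1’ ripe replicate 3, left out of this, had 126, 377, 41763 and 2247 counts of them. The gene sums of the last pair changed far less, scaled over all 12 libraries. TRINITY_DN638_c1_g1 had 1515 to 1698 CPM in unripe ‘RB1’ and 578 and 506 CPM in ‘RB1’ ripe replicates 1 and 2. TRINITY_DN1264_c0_g1 had 454 to 555 CPM in unripe ‘RB1’ and 158 and 165 CPM in those ripe replicates. In ‘1B’ (n = 3 each), TRINITY_DN207_c2_g1_i2 151 ± 51.6 CPM (at least 6094-fold) and TRINITY_DN350_c0_g1_i23 95.3 ± 24.3 CPM (at least 3843-fold) were found in ripe fruit alone and TRINITY_DN1742_c0_g1_i2 110.3 ± 39.3 CPM (at least 8742-fold) and TRINITY_DN356_c0_g2_i8 97.5 ± 15.1 CPM (at least 7794-fold) in unripe fruit alone.

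In ripe fruit, of the aldehyde dehydrogenase transcripts 1 was higher and 5 lower in ‘1B’ among 7 tested, of acetyl-CoA carboxylase 4 and 1 of 5, of pyruvate kinase 1 and 2 of 4, of alpha-glucan phosphorylase 2 and 2 of 4, and of beta-amylase 1 and 1 of 3. With ripening in ‘1B’, 4 of 5 carboxylase transcripts rose and none fell, and in ‘RB1’ 2 of 5 fell and none rose (2 rose and 3 fell in DESeq2); the interaction was positive past the threshold for 3 and, for the dehydrogenase, negative for 3 of 7. The benzoyltransferase is the 1 transcript of the benzenoid group and passed in no comparison. The directions in ripe fruit were the same with RLE size factors and by library size only, and in DESeq2 pyruvate kinase had 2 each way and beta-amylase 1 higher and 2 lower. In ripe fruit with ‘RB1’ ripe replicate 3, 1 aldehyde dehydrogenase transcript was higher and none lower, and no carboxylase transcript passed in edgeR (all 5 passed without it, also in DESeq2). The study chose these transcripts on the ripe fruit. Of all DETs in ripe fruit, 8820 could be tested in unripe fruit, where 58.5% had the same sign, 1968 past the threshold and 493 past it with the other sign. Of the 30 Table S3 genes past the threshold in ripe fruit 29 could be tested and 13 had the same sign, 5 past the threshold and 7 past it with the other sign. Among all Trinity genes past it in ripe fruit 44.5% of those tested had the same sign. Trinity genes with DETs in both directions numbered 1465 of 9112 (16.1%).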
